# Periodic heat waves-induced neuronal etiology in the elderly is mediated by gut-liver-brain axis: a transcriptome profiling approach

**DOI:** 10.1038/s41598-024-60664-9

**Published:** 2024-05-08

**Authors:** Subhajit Roy, Punnag Saha, Dipro Bose, Ayushi Trivedi, Madhura More, Christina Lin, Jie Wu, Melanie Oakes, Saurabh Chatterjee

**Keywords:** Hyperthermia, Human health, Gut-liver-brain axis, ORM2, RANTES, Climate change, Microbiota, Molecular medicine

## Abstract

Heat stress exposure in intermittent heat waves and subsequent exposure during war theaters pose a clinical challenge that can lead to multi-organ dysfunction and long-term complications in the elderly. Using an aged mouse model and high-throughput sequencing, this study investigated the molecular dynamics of the liver-brain connection during heat stress exposure. Distinctive gene expression patterns induced by periodic heat stress emerged in both brain and liver tissues. An altered transcriptome profile showed heat stress-induced altered acute phase response pathways, causing neural, hepatic, and systemic inflammation and impaired synaptic plasticity. Results also demonstrated that proinflammatory molecules such as S100B, IL-17, IL-33, and neurological disease signaling pathways were upregulated, while protective pathways like aryl hydrocarbon receptor signaling were downregulated. In parallel, Rantes, IRF7, NOD1/2, TREM1, and hepatic injury signaling pathways were upregulated. Furthermore, current research identified Orosomucoid 2 (ORM2) in the liver as one of the mediators of the liver-brain axis due to heat exposure. In conclusion, the transcriptome profiling in elderly heat-stressed mice revealed a coordinated network of liver-brain axis pathways with increased hepatic ORM2 secretion, possibly due to gut inflammation and dysbiosis. The above secretion of ORM2 may impact the brain through a leaky blood–brain barrier, thus emphasizing intricate multi-organ crosstalk.

## Introduction

In a dynamically changing global landscape, the imminent threat of climate change is evident in rising temperatures, raising concerns about intermittent heat waves leading to acute and chronic heat stress, where the aging population is especially vulnerable^1^. Heat stress due to the deployment of troops in the Southwest Asian region and during combat training in arid regions also have a deleterious effect on the health of aging Veterans. The Southwest Asia regional climate is hot and arid, which exposes military personnel to intense heat and sunlight during the day, posing long-term health consequences for veterans^2^. Heat stress, a heat-related illness, occurs when the body's cooling mechanisms fail, leading to a rapid increase in the body temperature^3^ and cause pathophysiological changes and fatalities, with excess mortality linked to summertime temperatures surpassing long-term averages and heat extremes due to heatwaves^4^. Recent CDC data reports over three thousand deaths in about two years solely due to heat exposure, indicating a gradual increase in heat stress-related deaths with age, peaking among those aged fifty-five to sixty-four^5^. Various factors, including housing conditions, limited mobility, financial constraints, psychological issues, ignorance, and comorbid conditions, heighten the elderly's susceptibility to heat stress^6^. Alarming predictions estimate over a ninety percent increase in heat stress-associated deaths in New York by 2050 and up to a seven-fold increase in California by 2090^7,8^.

Heat stress intricately affects vital organ systems, particularly the cerebral and hepatic domains^9^. In the neurophysiological landscape, heat stress induces cellular perturbations, leading to cerebral edema^10^. Experimental animal models showed acute heat stress activating astrocytic processes, causing neuronal damage in the cerebral cortex^11^. Simultaneously, the neuroinflammatory environment, marked by microglial activation, pro-inflammatory cytokine release, and blood–brain barrier (BBB) disruption, contributes to cognitive decline, compromises adult neurogenesis, and age-related pathologies, significantly impacting the geriatric population^12,13^. The liver, an indispensable organ of metabolic orchestration, maintains pivotal processes encompassing ammonia purification, biosynthesis of vitamins and minerals, energy homeostasis, and the regulation of fundamental physiological equilibrium^14^. Intriguingly, the liver emerges as a remarkably sensitive organ to the toxic effects of heat stress. Acute thermal stress instigates metabolic perturbations in the liver via oxidative stress^15^. In a chronic heat stress milieu, the liver succumbs to apoptosis triggered by endoplasmic reticulum (ER) stress, concomitant impairment in ammonium detoxification, elevation of plasma-ammonia levels, and aggravated hepatic pathologies^16^. Additionally, heat stress was known to promote dysfunction in hepatic autophagy, thereby unveiling its multifaceted capacity to inflict hepatic damage^17^. To date, no studies have investigated the integrative effects of heat stress on the liver and brain axis beyond specific organ-level pathologies and molecular intricacies. Therefore, this study aimed to uncover the molecular interplays of the liver-brain connection in heat stress-related pathologies together with individual organ-specific pathological changes using transcriptome approaches.

High-throughput transcriptomic approaches play a pivotal role in understanding RNA expression changes under specific disease and stress conditions. Transcriptome profiling has been one of the most used techniques for molecular investigations of human diseases, which has aided the discovery of several molecular biomarkers and possible therapeutic targets for a range of disease pathologies. In cancer biology, transcriptome profiling has been instrumental in identifying prognostic and predictive biomarkers crucial for personalized medicine development^18^. It has also been employed to reveal blood transcriptomic signatures associated with molecular changes in the brain and clinical outcomes in neurological disease^19^. One study used brain endothelial transcriptome profiling to highlight persistent post-restoration changes in gene expression that lead to disruption of the blood–brain barrier (BBB) in various neurological diseases, thus offering potential targets for the treatment^20^. Past studies discussed the impact of RNA sequencing on understanding complex diseases, including neuropsychiatric disorders, through analysis of mRNA from transgenic models and human tissues^21^. Formerly, transcriptomic profiling of cardiac and skeletal muscle was applied to study heat stress responses in chickens adapted to different altitudes^22^. Cattle liver and intestinal transcriptomics identified heat stress-related genes and pathways^23–25^. *Caenorhabditis elegans* displayed global gene expression shifts under heat stress^26^. Bovine granulosa cells showed transcriptomic changes in redox, inflammatory, and metabolic pathways during acute heat stress^27^. Human studies revealed rapid gene expression changes in blood cells during extreme heat exposure, impacting stress signaling, metabolism, and immune response^28^. These studies underscore transcriptomics' utility in elucidating molecular mechanisms in response to heat stress across species. A research gap is evident, prompting a multiorgan transcriptomic study in genetically more identical animal models to humans such as laboratory mice with a 90% genomic similarity to humans^29^. Notably, no functional multiorgan transcriptomic study was conducted on heat stress effects in the aging brain and liver, where age is a known potential risk factor for related disease pathologies and mortality. Hence, this study focused on delving into the transcriptional profiling of the liver, brain, and liver-brain axis in an aging mouse model exposed to heat stress, exploring the molecular interplays behind the manifested pathophysiology, and correlating that through tools of bioinformatics, systems biology followed by functional validations.

## Results

### Periodic heat stress showed distinctive gene expression patterns in brain and liver tissues of aging mice

Periodic heat stress was induced in an aging mouse model (C57BL6/J wild type) of 24 months at 40 ± 0.5 °C with a relative humidity of 60% ± 5% for three hours/day for 15 days. 

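RNA from the brain and the liver of male mice aged 24 months was sequenced from 3 control and 3 heat stress mice, which gave 12 libraries. Messenger RNA was enriched on oligo-dT beads before stranded libraries were made. The authors deposited the number of reads counted on each of 25239 genes, listed by gene symbol and without normalization. The methods describe their counting in 2 ways, one with Tophat2 and HTSeq and the other with HISAT2 and featureCounts on the mouse genome mm10. The total count per library lay between 11889432 and 14597197 in control brain, with a median of 12009880, and between 10552686 and 11147095 in heat stress brain, with a median of 10853389. In liver the totals lay between 10466198 and 15609040 in the control group, with a median of 12088593, and between 13553880 and 13764379 in the heat stress group, with a median of 13655219. These totals are the depth that the values below rest on. A gene with a count of 0 can hold up to 1.92e-05% of the counts in the deepest library and up to 2.87e-05% in the shallowest, and these limits cover counting error only. In the column names, 1 liver control library and 2 liver heat stress libraries carry the suffix 2nd, which the paper's text does not explain. Heat stress was compared with control within each tissue by edgeR's quasi-likelihood test on the deposited counts, with TMM normalization, removal of genes with low counts and Benjamini-Hochberg adjustment. A gene was past the threshold at an adjusted p-value under 0.05 and a log2 fold change above 1 or below -1. Standard errors are the log2 fold change divided by the square root of the test's F statistic. Normalized counts are TMM-normalized CPM. With 3 mice against 3, an exact two-sided permutation test of a single value cannot give a p-value under 0.1, and by chance 10% of genes separate the groups without overlap.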

After euthanization, brain and liver tissues were harvested and processed for transcriptomic evaluation (Fig. 1A). The differential gene expression patterns revealed by transcriptomics showed significantly distinct changes in gene expression profiles in both brain and liver tissues were plotted through principal component analysis when compared between control and heat stress groups (Fig. 1B,C, *PC1 at 25% and PC2 at 50% variance*).

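Principal components were computed from log2 CPM, with a prior count of 2, of the 500 most variable genes of each tissue. In brain the first component held 36.3% of the variance and the second 31.4%. The groups overlapped on the first brain component, where the control mice scored -22.716, 5.745 and 0.712 and the heat stress mice 14.55, 5.235 and -3.526 (exact two-sided permutation test, p = 0.5). On the second brain component the same exact permutation test gave p = 0.2. In liver the first component held 47.8% and set control replicate 1 and heat stress replicate 2, at -18.52 and -25.771, apart from the other 4 mice, which scored between 5.594 and 13.387 (exact permutation test between the groups, p = 0.5). These 2 liver libraries also carried skeletal muscle transcripts. The second liver component, with 24.0%, separated every heat stress mouse from every control mouse (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). DESeq2's variance-stabilized values moved the first shares most, to 49.9% in brain, with 25.8% for the second, and to 71.7% in liver, with 14.0% for the second. All tested genes gave 42.2% and 22.1% in brain. With either of these the first brain component separated the groups (exact permutation test, p = 0.1 each). The paper states from the principal components that expression profiles were distinct between the groups in both tissues.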

**Figure 1:**
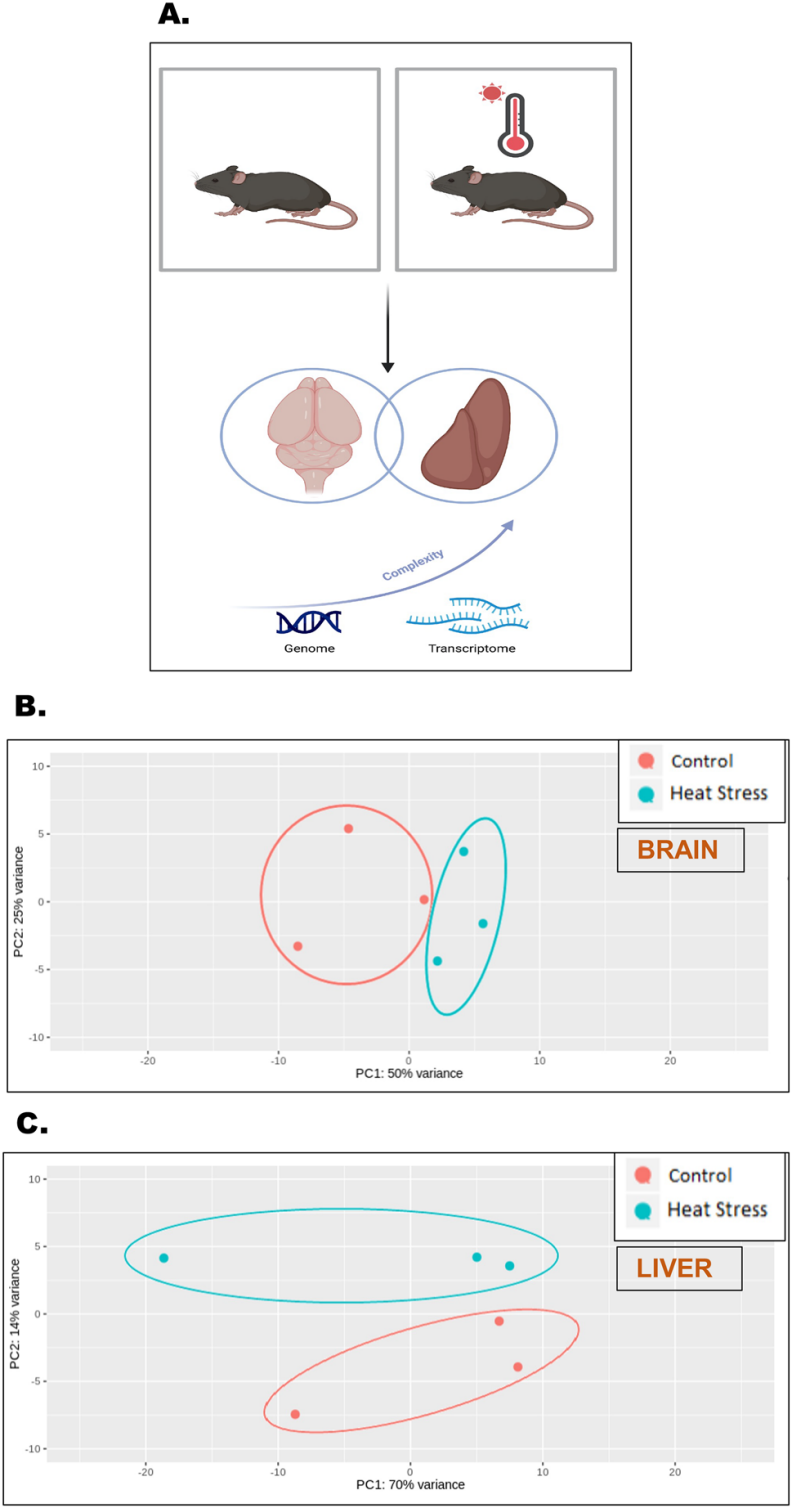
Periodic heat stress showed distinctive gene expression patterns in brain and liver tissues of aging mice. (**A**) Schematic representation of the basic experimental design. (**B**) Principal component analysis plot of brain tissues comparing the differential gene expressions between the control (red) and heat stress (blue) groups, Principal component 1 (PC1) and 2 (PC2) plotted along abscissa and ordinate respectively (*PC1 at 25% and PC2 at 50% variance*). (**C**) Principal component analysis plot of brain tissues comparing the differential gene expressions between the control (red) and heat stress (blue) groups, Principal component 1 (PC1) and 2 (PC2) plotted along abscissa and ordinate respectively (significance was set conventionally with *PC1 at 25% and PC2 at 50% variance*).

### Heat stress-induced transcriptional alterations in both the brain and liver entailed discernible shifts in the expression patterns of pivotal genes

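In brain, 14806 genes had enough counts to be tested. No gene reached an adjusted p-value under 0.05, and the smallest adjusted p-value of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.170, for Rbm3. At an unadjusted p-value under 0.05 there were 2969 genes. Rbm3, named here after its values were seen, had 173 ± 11.6 (SD, n = 3) normalized counts after heat stress and 101 ± 6.15 (SD, n = 3) in control brain, a log2 fold change of 0.78 (standard error 0.11), and all 3 heat stress mice lay above all 3 control mice.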

Upon exposure to heat stress, the cerebral tissues of the heat stress group manifested substantial alterations in the gene expression profile as illustrated in the volcano plot compared to the control (Fig. 2A). 

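Of the brain genes, 0 were higher and 0 lower past the threshold. With the unadjusted p-value in place of the adjusted one, edgeR gave 86 genes higher and 75 lower at the same fold change. The tool moved the counts at the adjusted p-value most among the alternatives chosen in advance: DESeq2 on the same 6 libraries gave 12 higher and 17 lower. The authors' deposited table of the brain comparison holds 12 genes higher and 17 lower at an adjusted p-value under 0.05, and 99 higher and 86 lower at an unadjusted p-value under 0.05.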

A total of 99 genes were significantly upregulated, while 86 were notably downregulated in response to the exposure of heat stress (Fig. 2A, *P*_*FDR*_ < 0.05, *Log*_2_ *fold change* > 1). 

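The genes Rpl41, Fopnl, Rarb, Slirp and Hmgn2 were higher in all 3 heat stress brains than in all 3 control brains, and Kl, Arc, Lrp1, Npas4 and Mast4 were lower in all 3. Arc, on chromosome 15 from 74669083 to 74672570 of mm10, had 108 ± 15.3 (SD, n = 3) normalized counts after heat stress and 239.7 ± 52.1 (SD, n = 3) in control, a log2 fold change of -1.15 (standard error 0.18, adjusted p = 0.170 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each mouse left out in turn its log2 fold change stayed between -1.32 and -1.02. Kl, on chromosome 5 from 150952607 to 150993817, fell from 41.6 ± 13.2 (SD, n = 3) to 15.5 ± 6.05 (SD, n = 3) normalized counts (log2 fold change -1.42, standard error 0.30). Over the 10 genes the log2 fold changes ran from -1.45 to 1.21. None had an adjusted p-value under 0.05 over all genes tested, and 10 of the 10 had one adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. With DESeq2 on the brain libraries, 10 of the 10 had an adjusted p-value under 0.05 over all genes, and with DESeq2 on all 12 libraries 2. Rpl41 belongs to a family with many near-identical copies, so its count is uncertain.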

The heat map, derived from transcriptomic profiling of brain lysates, portrayed the expression changes of genes such as *Rpl41, Fopnl, Rarb, Slirp, Hmgn2, Kl, Arc, Lrp1, Npas4, Mast4*, among others (Fig. 2B). Similarly, in hepatic tissues, heat stress resulted in a significant upregulation of 91 genes and downregulation of 63 genes, as indicated in the corresponding volcano plot (Fig. 3A, *P*_*FDR*_ < 0.05, *Log*_2_ *fold change* > 1). 

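In liver, 12296 genes were tested and 0 were higher and 0 lower past the threshold. The smallest adjusted p-value of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0599, for Mt1. At an unadjusted p-value under 0.05 there were 718 genes, of which 104 were higher and 64 lower past the fold change threshold. Of the alternatives at the adjusted p-value, DESeq2 on all 12 libraries moved the counts most, to 35 higher and 36 lower, and DESeq2 on the 6 liver libraries gave 21 and 21. Leaving out control replicate 1 moved the edgeR counts to 9 higher and 15 lower. With a skeletal muscle score as a covariate, a fit chosen after the values were seen, edgeR called genes in both directions at the adjusted p-value. Mt1 (log2 fold change 2.35) and Creld2 (-2.16) were among them. The authors' deposited table of the liver comparison holds 21 genes higher and 21 lower at an adjusted p-value under 0.05, and 97 and 69 at an unadjusted one. The authors' deposited table of all samples of both tissues holds 91 higher and 63 lower at an unadjusted p-value under 0.05. From 91 genes higher and 63 lower, which it gives at an adjusted p-value under 0.05, the paper states that heat stress altered hepatic gene expression.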

The pertinent heat map revealed alterations in the expression profile of genes including *Mt1, Mt2, Ccl5, Irf7, Pim3, Foxg1, Creld2, Acnat1, Pdia4*, and others within the liver tissues when subjected to heat stress (Fig. 3B).

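Mt1, on chromosome 8 from 94179082 to 94180327 of mm10, had 29.4 ± 8.58 (SD, n = 3) normalized counts in heat stress liver and 5.70 ± 1.44 (SD, n = 3) in control liver, a log2 fold change of 2.35 (standard error 0.27, adjusted p = 0.0599 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each mouse left out in turn it stayed between 2.09 and 2.57. Creld2, on chromosome 15 from 88819646 to 88826683, fell from 64.9 ± 21.9 (SD, n = 3) to 14.0 ± 2.97 (SD, n = 3) normalized counts (log2 fold change -2.21, standard error 0.27, with the same adjusted p-value). Mt2, Ccl5, Irf7 and Pim3 were also higher, and Acnat1 and Pdia4 lower, in all 3 heat stress mice than in all 3 control mice. None of the 8 tested genes had an adjusted p-value under 0.05 over all genes, and 8 had one adjusted over the list alone, again for a list the study chose on these samples. Over all genes, 8 of the 8 had an adjusted p-value under 0.05 with DESeq2 on the liver libraries, 8 with DESeq2 on all 12 libraries, and 8 with edgeR and a skeletal muscle score as a covariate, a fit chosen after the values were seen. Reads of Acnat1 and its paralog Acnat2 could have been split in counting.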

**Figure 2:**
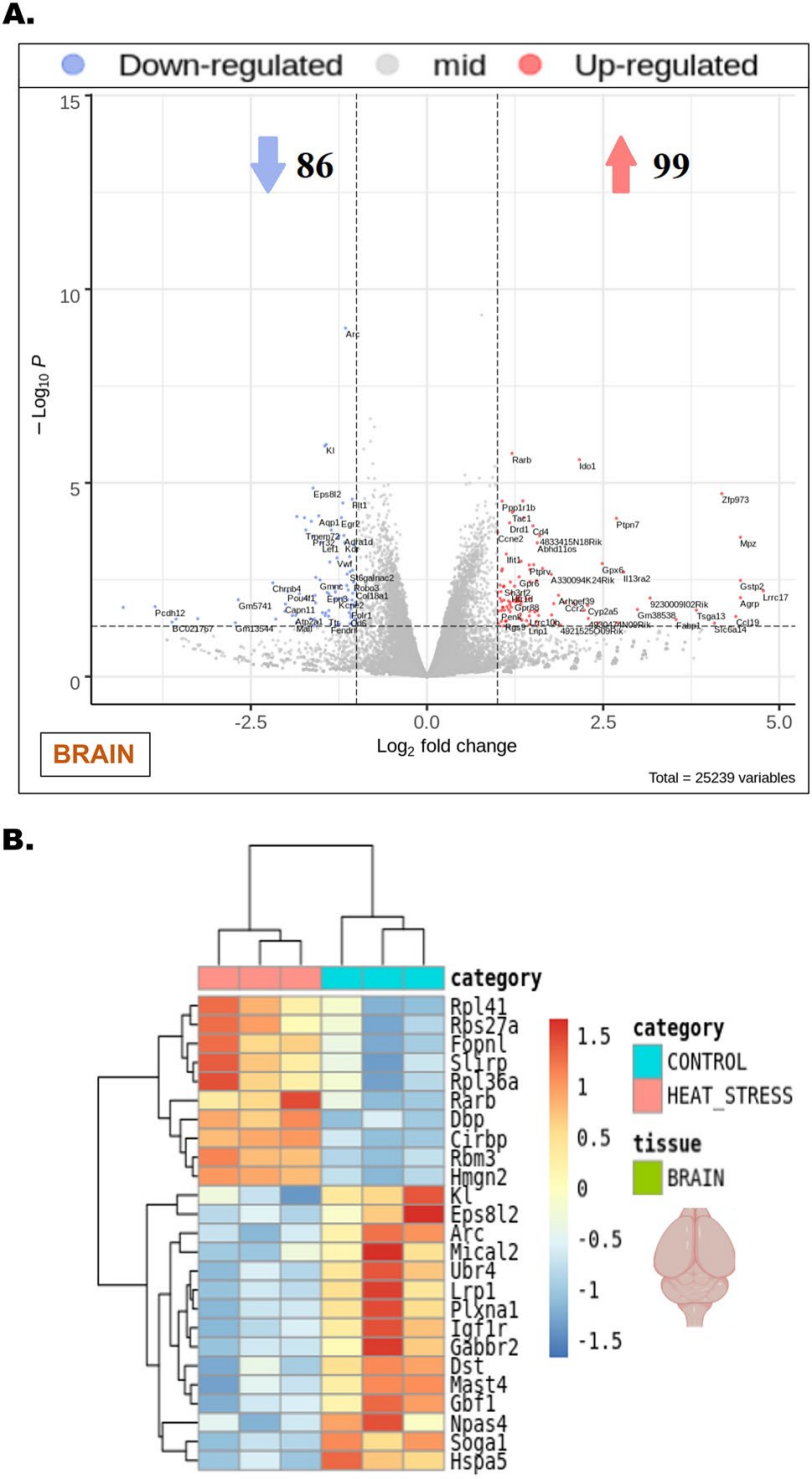
Heat stress-induced transcriptional alterations in the brain. (**A**) Volcano plot obtained from comparing the brain tissues of control and heat stress groups that were analyzed for differential gene expression changes through transcriptomic profiling, -Log_10_ P (*P*_*FDR*_) and *Log*_2_*fold changes* were plotted respectively along the ordinate and abscissa with a significance cut off set at *P*_*FDR*_ < 0.05, *Log*_2_ *fold change* > 1. The blue dots represented downregulated, and the red dots represented the upregulated genes. Genes represented in gray dots were laid in the zone of no significance. The total number of upregulated and downregulated genes was indicated with similar color arrowheads. (**B**) The heatmap generated from the brain tissue volcano plot was delineated with a *Log*_2_* fold change* gradient between 1.5 and − 1.5 where the extremities of red and blue signified up- and downregulations respectively. The same blue and red color code was set to represent the intensity of gene expression falling within the given gradient reflecting the *Log*_2_* fold change* of individual genes named parallel.

**Figure 3:**
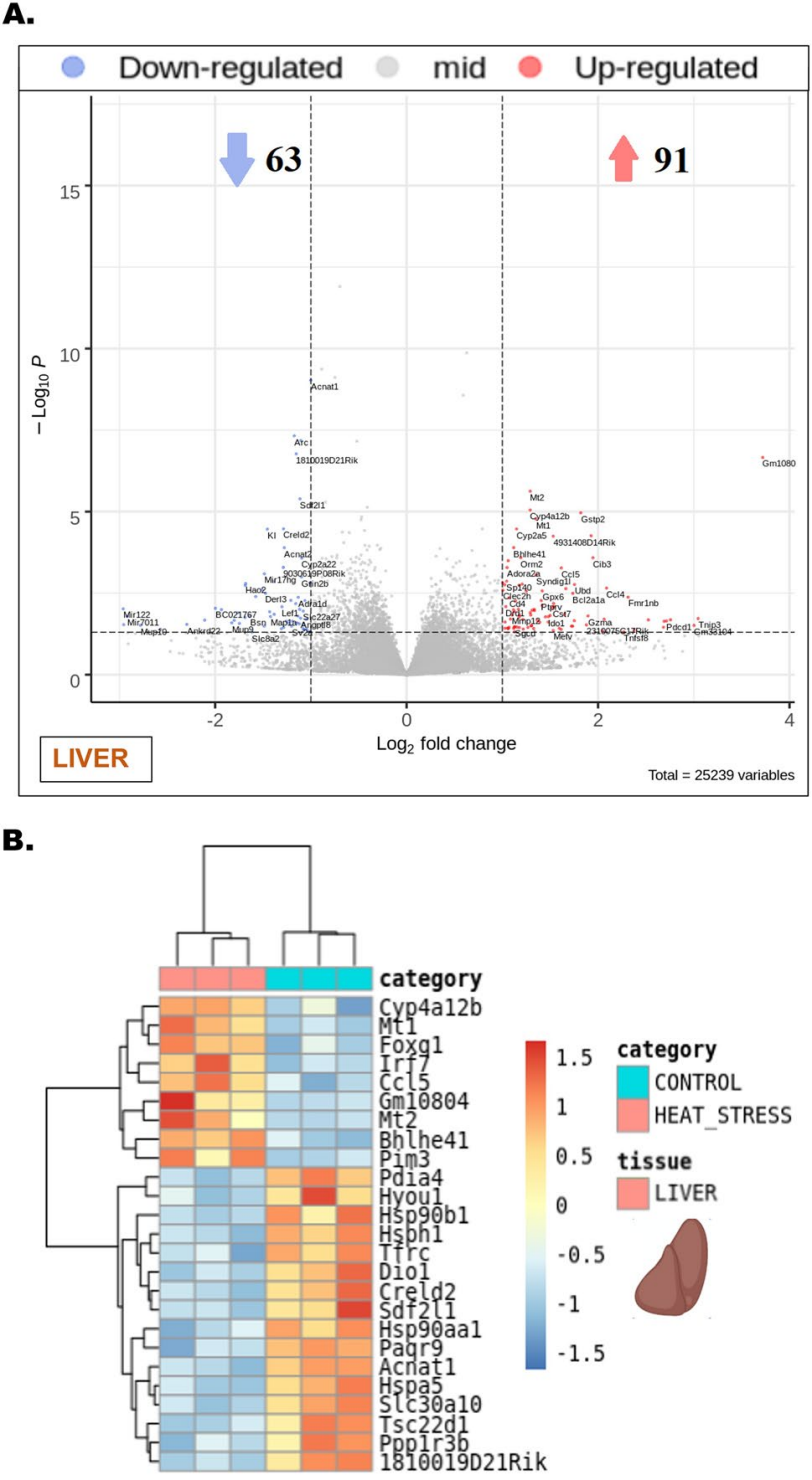
Heat stress-induced transcriptional alterations in the liver. (**A**) Volcano plot obtained from comparing the liver tissues of control and heat stress groups that were analyzed for differential gene expression changes through transcriptomic profiling, -Log_10_ P (*P*_*FDR*_) and *Log*_2_*fold changes* were plotted respectively along the ordinate and abscissa with a significance cut off set at *P*_*FDR*_ < 0.05, *Log*_2_ *fold change* > 1. The blue dots represented downregulated, and the red dots represented the upregulated genes. Genes represented in gray dots were laid in the zone of no significance. The total number of upregulated and downregulated genes was indicated with similar color arrowheads. (**B**) The heatmap generated from the liver tissue volcano plot was delineated with a *Log*_2_* fold change* gradient between 1.5 and − 1.5 where the extremities of red and blue signified up- and downregulations respectively. The same blue and red color code was set to represent the intensity of gene expression falling within the given gradient reflecting the *Log*_2_* fold change* of individual genes named parallel.

### Heat stress-mediated gene expression changes were extrapolated in contributing pathways integral to organ-level pathological manifestations

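The pools of genes differ with the threshold. The authors' deposited tables share 2 called genes between brain and liver at an unadjusted p-value under 0.05 and a log2 fold change past 1, and 54 genes are called only in the table of all samples. The enrichment software and its knowledge base were not used here, so the genes after which the pathways are called are reported in place of pathway scores.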

The pools of differentially expressed genes (DEGs), derived from comprehensive transcriptomic analyses, served as the foundation for predicting enriched biological pathways in the brain, liver, and shared DEGs indicative of the liver-brain axis under the influence of heat stress (Fig. 4). Within the brain, prominently upregulated pathways encompassed inflammatory S100B family signaling, IL-33 signaling associated with microglial activation, degradation pathways for dopamine, nicotine, acetone, bupropion, and melatonin, Th2 signaling, xenobiotic metabolism CAR signaling, IL-17 signaling, DHCR24 signaling, G-protein coupled receptor signaling, pathogen-induced cytokine storm signaling, and acute phase response signaling, among others. Conversely, downregulated pathways included aryl hydrocarbon receptor signaling (AhR), IL-12 signaling, IL-1 mediated inhibition of RXR signaling, inhibition of matrix metalloprotease signaling, extrinsic prothrombin activation signaling, and several other pathways significant for inflammatory pathology (Fig. 4A; *P*_*FDR*_ < 0.05, the threshold at *-log(p value)* ~ *1.3*, *Log*_2_ *fold change* > 1). 

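S100b had 363 ± 69.5 (SD, n = 3) normalized counts in heat stress brain and 256 ± 80.5 (SD, n = 3) in control brain, and the groups overlapped (log2 fold change 0.51, standard error 0.24, adjusted p = 0.276 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of Il33 was 0.29 (standard error 0.19), also with overlapping groups. Without control replicate 1 the log2 fold change of S100b in brain was 0.27, and without heat stress replicate 1 that of Il33 was 0.080. Il17ra was lower in all 3 heat stress brains (log2 fold change -0.70), and Il17a had no count in any brain library.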

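Ahr had 7.99 ± 0.325 (SD, n = 3) normalized counts in heat stress brain and 9.02 ± 1.75 (SD, n = 3) in control brain, a difference within the spread of the mice (log2 fold change -0.18, standard error 0.19, adjusted p = 0.612 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Il12a counts were 76, 16 and 9 in control and 8, 13 and 13 in heat stress brain, and without control replicate 1 its log2 fold change moved from -1.25 to -0.017. F3, which encodes tissue factor of the extrinsic pathway, did not separate the groups (log2 fold change 0.19). Of the 13 genes after which the brain pathways are called, 8 had enough counts to be tested and 0 had an adjusted p-value under 0.05, while 1 had an unadjusted p-value under 0.05.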

In the liver, tissues exposed to heat stress, the upregulated pathways comprised of IL-17 signaling, NOD1/2 signaling associated with liver injury, TREM1 signaling of hepatic inflammation, tumor microenvironment signaling, Th1 signaling, and eNOS signaling. 

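In liver, Nod1 had 13.4 ± 1.21 (SD, n = 3) normalized counts after heat stress and 10.9 ± 0.644 (SD, n = 3) in control and was higher in all 3 heat stress mice (log2 fold change 0.29, standard error 0.18, adjusted p = 0.930 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nos3, the gene of eNOS, did not separate the groups (log2 fold change -0.088), and its direction changed when control replicate 1 or heat stress replicate 1 was left out. Trem1 counts were 0, 1 and 0 in control and 3, 0 and 3 in heat stress liver, which is at or under the floor of 3 counts in every library.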

Meanwhile, downregulated pathways included G-protein coupled receptor signaling, cyclic AMP (cAMP) mediated signaling, retinoic acid receptor signaling (RAR), SNARE signaling, calcium, and opioid signaling, among others (Fig. 4B; *P*_*FDR*_ < 0.05, the threshold at *-log(p value)* ~ *1.3*, *Log*_2_ *fold change* > 1). 

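Rara, a retinoic acid receptor gene, had 18.6 ± 4.14 (SD, n = 3) normalized counts in heat stress liver and 12.6 ± 5.34 (SD, n = 3) in control liver, and the groups overlapped (log2 fold change 0.55, standard error 0.30, adjusted p = 0.920 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 8 genes after which the liver pathways are called, 4 were tested and 0 had an unadjusted p-value under 0.05.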

The predicted pathways of the liver-brain axis exhibited upregulation in chemokine signaling, Th1 and Th2 signaling, neuroinflammation signaling, synaptic long-term depression signaling, cytokine storm signaling, apelin adipokine signaling, and more. Conversely, downregulated pathways included glutamate signaling and dopamine-DARPP32 feedback in cAMP signaling (Fig. 4C; *P*_*FDR*_ < 0.05, the threshold at *-log(p value)* ~ *1.3*, *Log*_2_*fold change* > 1).

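Ppp1r1b, which encodes DARPP-32, was higher in all 3 heat stress brains, with 367 ± 128 (SD, n = 3) normalized counts against 175 ± 54.5 (SD, n = 3) (log2 fold change 1.07, standard error 0.28, adjusted p = 0.170 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; adjusted p = 0.00934 for Ppp1r1b in brain with DESeq2 on the brain libraries and 0.116 with DESeq2 on all 12). It is a striatal marker gene, and striatal markers that the study does not print were also higher. In liver it did not separate the groups (log2 fold change 0.073). Apln was lower in all 3 heat stress brains (log2 fold change -0.34, standard error 0.13) and was not tested in liver, where its counts were 4, 0 and 0 in control and 3, 6 and 2 in heat stress.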

**Figure 4:**
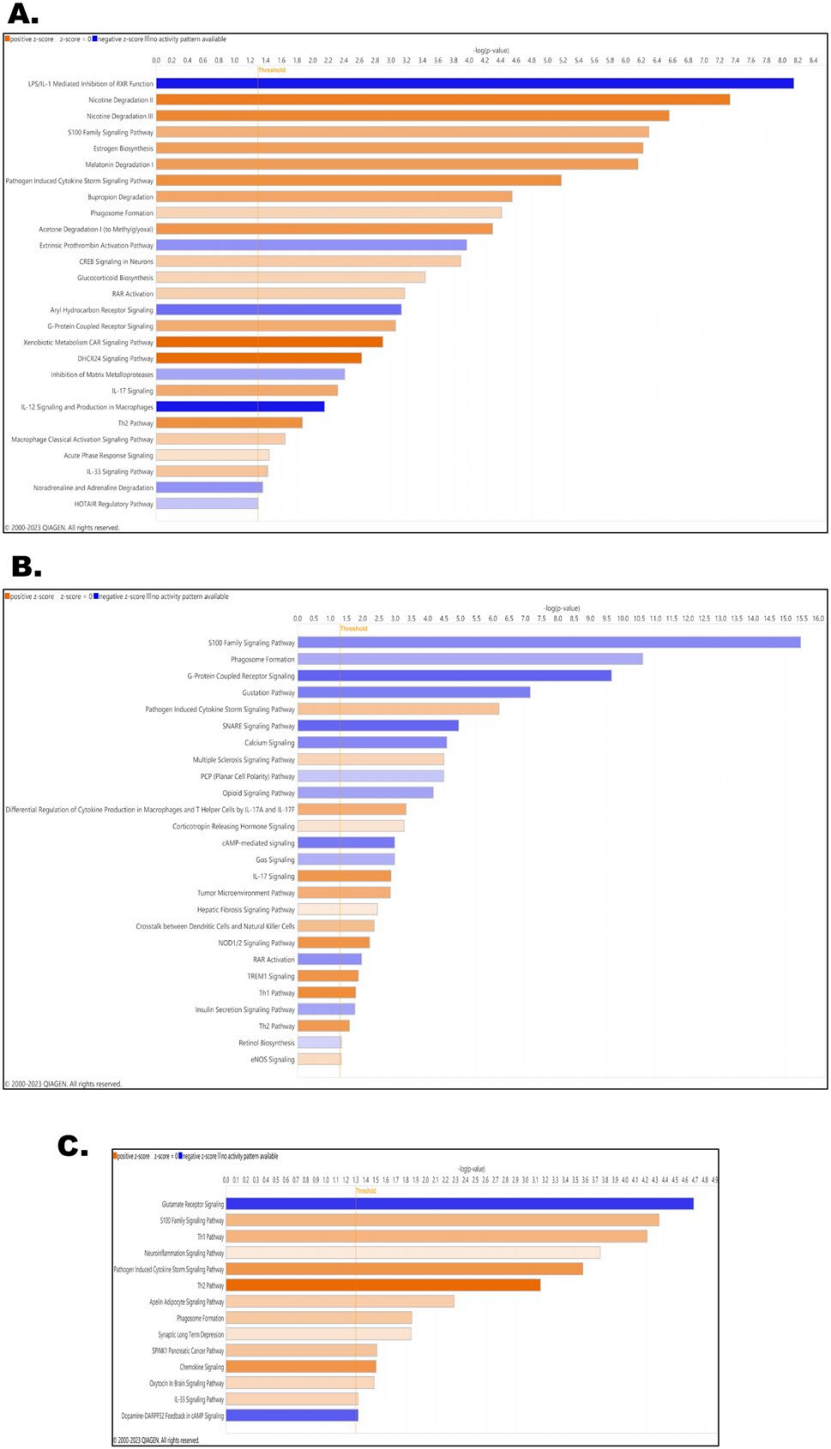
Heat stress-mediated gene expression changes were extrapolated in contributing pathways integral to organ-level pathological manifestations. (**A**) Biological pathways were predicted based on the differentially expressed gene list obtained by comparing the brain tissues from control and heat stress groups. Significance level set at *P*_*FDR*_ < 0.05, threshold at *-log(p value)* ~ *1.3*, *Log*_2_ *fold change* > 1. The gradients of blue and red colors represented the up- and downregulations of the pathways’ respectively. (**B**) Biological pathways were predicted based on the differentially expressed gene list obtained by comparing the liver tissues from control and heat stress groups. Significance level set at *P*_*FDR*_ < 0.05, threshold at *-log(p value)* ~ *1.3*, *Log*_2_ *fold change* > 1. The gradients of blue and red colors represented the up- and downregulations of the pathways’ respectively. (**C**) Biological pathways were predicted based on the commonly differentially expressed gene list obtained by comparing both the brain and liver tissues from control and heat stress groups. Significance level set at *P*_*FDR*_ < 0.05, threshold at *-log(p value)* ~ *1.3*, *Log*_2_ *fold change* > 1. The gradients of blue and red colors represented the up- and downregulations of the pathways’ respectively.

### Predicted pathway circuits unveiled a neurological disease network within the brain and an inflammatory control network within the liver tissues following exposure to heat stress

Anticipated enhancements in the measurement and activation of gene products, such as Synaptogyrin 4 (*Syngr4*), Kelch-like protein 4 (*Klhl4*), *Gpx6, Plet1, Adgre4, Pin1rt1, Fam187a, Lrrc63, Am166a, Klrb1f., Mir5618, Mir6915, Mir7663, Odf4*, were followed by diminished measurements and inhibition of gene products, namely Protocadherin 12 (*Pcdh12*), Transmembrane protein 12 (*Tmem12*), *Serpine3, Tmem72, Fam124b, Krtap5-5, Msmp, Mir7011, Mir7651, Abcg5*, observed in the neurological disease network within the brain tissues exposed to heat stress (Fig. 5A). 

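Of the 14 genes of the network with higher measurement that the count table lists, 1 had enough counts to be tested, and 10 had at most 3 counts in every brain library. Syngr4 counts were 0, 0 and 0 in control and 1, 1 and 2 in heat stress brain, so a difference was not detectable at this depth. Klhl4, the tested gene, had 30.4 ± 5.57 (SD, n = 3) normalized counts after heat stress and 25.9 ± 6.25 (SD, n = 3) in control, with overlapping groups (log2 fold change 0.23, standard error 0.20, adjusted p = 0.529 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its direction changed after a correction for transcript length and GC content. Of the 9 genes with lower measurement, 1 was tested and 6 had at most 3 counts in every library. Tmem72, a choroid plexus gene on chromosome 6 from 116679063 to 116716913 of mm10, fell from 6.03 ± 2.71 (SD, n = 3) to 1.83 ± 0.930 (SD, n = 3) normalized counts, lower in all 3 heat stress mice (log2 fold change -1.71, standard error 0.44, adjusted p = 0.170 from the same edgeR test). Pcdh12 counts were 11, 3 and 5 in control and 0, 1 and 0 in heat stress brain.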

The inflammatory control network within the liver tissues revealed a distinct set of patterns. 

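In the liver libraries, 1 of the genes Cthrc1, Me3, Mfap2, Msx1, Wnt7b, Wnt9b and Hsd3b1 had enough counts to be tested. This gene, Wnt9b, had 1.36 ± 0.856 (SD, n = 3) normalized counts after heat stress and 0.592 ± 0.355 (SD, n = 3) in control, and the groups overlapped (log2 fold change 1.18, standard error 0.64, adjusted p = 0.912 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Me3 counts were 12, 2 and 2 in control and 1, 43 and 3 in heat stress liver. Heat stress replicate 2, a library with skeletal muscle transcripts, held most of the Me3 counts. Of Sox1, Sox11, Wnt10a, Wnt10b, Kl and Kif15, 0 were tested, and none had more than 3 counts in a library. Sox1 and Sox11 were counted only in control replicate 1, which held brain transcripts. Changes in these genes were not detectable at this depth.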

Increased measurement and activation of gene products included *Six1, Pitx2, Cthrc1, Me3, Mfap2, Msx1, Wnt7b, Wnt9b, Hsd3b1* etc. whereas decreased measurement and inhibition was observed in *Sox1, Sox11, Lrp, Frizzled, Wnt10a, Wnt10b, Kl, Kif15, Cadherin, Mir374* etc. (Fig. 5B).

**Figure 5:**
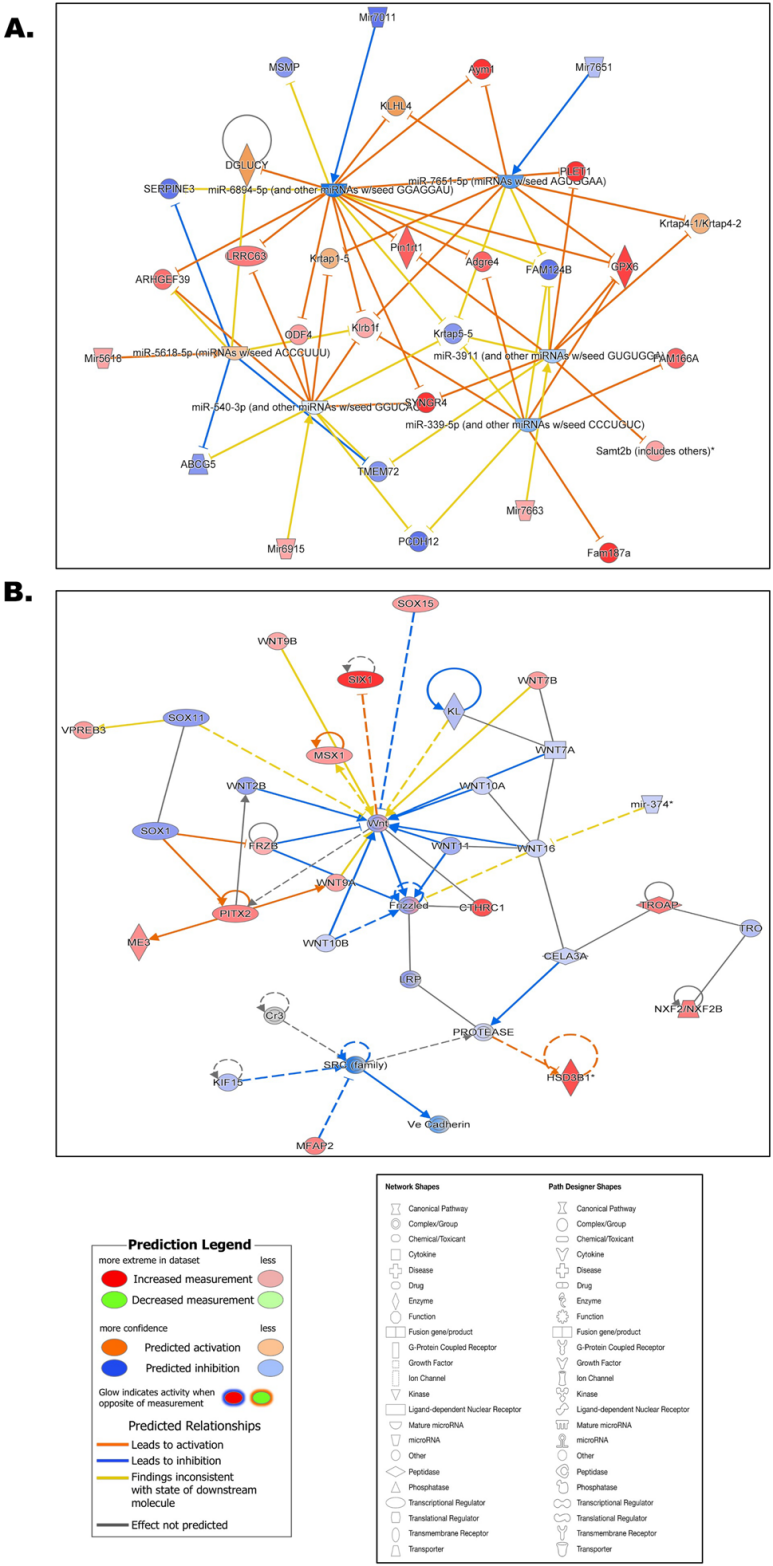
Predicted pathway circuits unveiled a neurological disease network within the brain and an inflammatory control network within the liver tissues following exposure to heat stress. (**A**) Pathway circuit predicted based on the projected pathways obtained by comparing the brain tissues from control and heat stress groups. Each shape represented different biological kinds of molecules and pathway components and each line connector style represented activation/inhibition status. Detailed legends of prediction, network, and path designer shapes were included in the figure. (**B**) Pathway circuit predicted based on the projected pathways obtained by comparing the liver tissues from control and heat stress groups. Each shape represented different biological kinds of molecules and pathway components and each line connector style represented activation/inhibition status. Detailed legends of prediction, network, and path designer shapes were included in the figure.

### Altered functional interactome emerged in both brain and liver tissues upon exposure to heat stress

In cerebral tissues, distinct alterations were observed within several gene clusters of the predicted interactome. Notably, there were prominent upregulations in immune clusters, encompassing CD19, IL13RA2, and CD4, followed by the S100B inflammation cluster, LRRC17, NF-κB activation, and MPZ-mediated demyelination response. Conversely, downregulations were observed in clusters associated with PCDH12-mediated neuronal differentiation, melatonin receptors, and GM5741 (Fig. 6A). 

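Cd4 had 12.5 ± 6.72 (SD, n = 3) normalized counts in heat stress brain and 4.42 ± 1.18 (SD, n = 3) in control, with counts of 147, 60 and 198 and 67, 63 and 39 (log2 fold change 1.50, standard error 0.41, adjusted p = 0.170 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; adjusted p = 0.0163 for Cd4 in brain with DESeq2 on the brain libraries and 0.188 with DESeq2 on all 12), and heat stress replicate 2 lay among the control mice. Il13ra2 counts were 4, 2 and 1 in control and 7, 25 and 9 in heat stress. Lrrc17 was counted in no control brain and at 4, 7 and 2 in the heat stress brains, at least 1.67-fold higher against the floor of 3 counts. Il13ra2 and Lrrc17 did not have enough counts to be tested.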

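Gm5741 counts were 13, 3 and 37 in control and 2, 0 and 5 in heat stress brain. The melatonin receptor genes Mtnr1a and Mtnr1b had at most 1 count in any brain library. Of the 4 genes named for these clusters, 0 were tested.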

In liver tissues, the upregulations were projected in the immune cluster involving CD8A, CCL4, CCL5, CD7, LRG1, IRF7, CXCL9, KLF4, along with Adiponectin-mediated liver injury response, ER stress response, Aldo–keto reductases, and AKR1B7. 

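Cd8a was higher in all 3 heat stress livers, with 1.44 ± 0.565 (SD, n = 3) normalized counts against 0.317 ± 0.220 (SD, n = 3) (log2 fold change 2.16, standard error 0.55, adjusted p = 0.449 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccl4 had counts of 2, 1 and 3 in control and 15, 13 and 6 in heat stress liver, at least 3.48-fold higher against that floor. Cd7 was also higher in all 3 (log2 fold change 1.54), while Klf4 (1.30) and Lrg1 (0.44) overlapped between the groups, and Lrg1 ranged from 0.12 to 1.00 with a mouse left out. Lrg1 follows the paper's text, which names LRG1, while Fig. 6B, read by eye, shows Irg1. Adipoq counts were 1, 0 and 1 in control and 2, 48 and 3 in heat stress, nearly all in heat stress replicate 2, which carried skeletal muscle transcripts. Akr1b7 counts were 3, 0 and 0 and 4, 7 and 15. Of the 10 genes, 7 were tested, 6 had an unadjusted p-value under 0.05 and 0 an adjusted one, against 2 with DESeq2 on the liver libraries and 2 with DESeq2 on all 12.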

Simultaneously, several downregulation of genes were predicted in clusters related to metabolic rhythm, HAO2-mediated oxidative stress response and ARNTL-mediated steatosis (Fig. 6B).

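Hao2, on chromosome 3 from 98874521 to 98893239 of mm10, fell from 3.43 ± 1.69 (SD, n = 3) to 0.940 ± 0.235 (SD, n = 3) normalized counts and was lower in all 3 heat stress livers (log2 fold change -1.87, standard error 0.45, adjusted p = 0.424 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Arntl, a clock gene of the morning phase, was lower in all 3 as well (log2 fold change -1.38, standard error 0.41, adjusted p = 0.604 from the same edgeR test; adjusted p = 0.00970 for Arntl in liver with DESeq2 on all 12 libraries and 0.327 with DESeq2 on the liver libraries), and morning-phase clock genes that the study does not print were also lower.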

**Figure 6:**
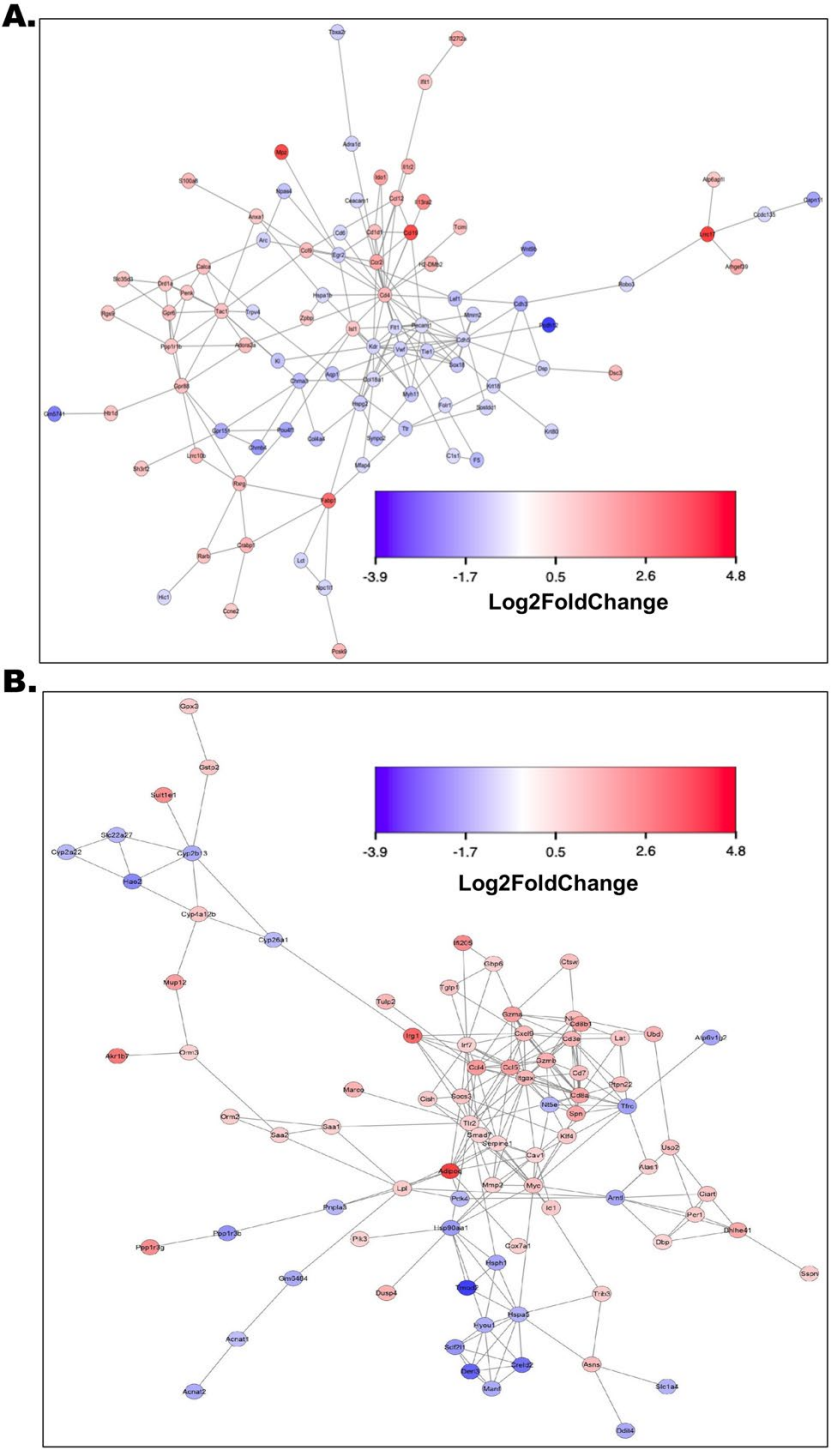
Altered functional interactome emerged in both brain and liver tissues upon exposure to heat stress. (**A**) Interactome was predicted based on the differentially expressed genes obtained from transcriptomic profiling and then by comparing the brain tissues from control and heat stress groups. Interaction intensities were signified by possible upregulations and downregulations of the respective gene clusters with a *Log*_2_* fold change* gradient between − 3.9 and − 4.8 where the extremities of red and blue indicated up- and downregulations respectively. The same blue and red color code was set to mark the genes in clusters falling within the given gradient, gene names were provided in each representing shape. The connector line indicated the possible biological strength and interconnections of the interacting gene products. (**B**) Interactome was predicted based on the differentially expressed genes obtained from transcriptomic profiling and then by comparing the liver tissues from control and heat stress groups. Interaction intensities were signified by possible upregulations and downregulations of the respective gene clusters with a *Log*_2_* fold change* gradient between − 3.9 and − 4.8 where the extremities of red and blue indicated up- and downregulations respectively. The same blue and red color code was set to mark the genes in clusters falling within the given gradient, gene names were provided in each representing shape. The connector line indicated the possible biological strength and interconnections of the interacting gene products.

### The liver-brain connection in heat stress pathologies was projected through a shared predictive pathway circuit and interactome

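Of the 11322 genes tested in both tissues, 65 brain genes and 105 liver genes were past the fold change threshold at an unadjusted p-value under 0.05. Of them 0 were shared in the same direction and 0 in the opposite one. Chance gives 0.60 shared in either direction (Fisher's exact test without regard to direction, two-sided, p = 1). With so few expected, the absence of shared genes cannot argue for or against a shared response. At the adjusted p-value there were 0 in either tissue. A fit of all 12 libraries with tissue as a covariate tested 15824 genes for a treatment effect averaged over the tissues. It can call a gene that changed in a single tissue. By this fit 0 were past the threshold, with 1166 at an unadjusted p-value under 0.05. The smallest adjusted p-value of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.110, for Gm10804. In the authors' deposited tables, Gm10804 had a log2 fold change of 4.27 in liver and 1.19 in brain (unadjusted p = 0.771 in brain from DESeq2). With DESeq2 the fit with tissue as a covariate gave 14 genes past the threshold. From the genes changed in common, the paper states a connection of liver and brain.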

A comparative analysis of liver and brain transcriptomes identified commonly differentially expressed genes, thereby elucidating the liver-brain connection. 

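Of 15 genes that the count table lists, among them Ccl3, Ccl4, Ccl11, Ccl19, Il1r2, Mep1a, Retnla, Spn, Mmp12 and Mstn, 0 had enough counts to be tested in brain and 3 in liver. Spn was higher in all 3 heat stress livers, with 1.88 ± 0.336 (SD, n = 3) normalized counts against 0.426 ± 0.333 (SD, n = 3) (log2 fold change 2.14, standard error 0.54, adjusted p = 0.449 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mmp12 was higher in all 3 livers too (log2 fold change 1.00, adjusted p = 0.852 from the same edgeR test). In brain, Ccl3 counts were 6, 1 and 5 in control and 9, 7 and 9 in heat stress, and the largest count of any untested gene of this list was 25. Il12rb2 counts in brain were 3, 2 and 5 in control and 1, 1 and 0 in heat stress.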

The predictive outcomes indicated potential enhancements in the measurement and activation of genes such as *Ccl3, Ccl4, Ccl5, Ccl11, Ccl19, Cxcl3, IL1r2, IL13ra2, Mep1a, Klrb1, Mip1, Retnla, Mep1a, Spn, Nf-κb family, Mmp12, Mir146, Mstn, Ige, Fibrinogen, Pld and Collagen α1.* Conversely, decreased measurements and inhibition of gene products were observed for *Prr30, IL35, IL12 family, and IL12rb2* (Fig. 7A). In the predicted interactome, significant upregulations were observed within gene clusters of TNFSF8, PDCD1, CCL4, RPL31, MCPT8, IL1R2, CCL12, GPR6, ADORA2A, CD8A, and GZMA, while downregulations were predicted for clusters of NEFM, BSN, NPAS4, ANKRD22, GPR151, CHRNB4, ADRA1D and LEF1 (Fig. 7B).

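In brain, 4 of the 11 genes predicted to be higher were tested and all 4 were higher, and 7 of the 8 genes predicted to be lower were tested and all 7 were lower. With DESeq2 on the brain libraries 2 of the former and 5 of the latter had an adjusted p-value under 0.05, and with DESeq2 on all 12 libraries 0 and 0. In liver, 3 of the former and 0 of the latter were tested. Chrnb4 had 0.307 ± 0.214 (SD, n = 3) normalized counts in heat stress brain against 1.39 ± 0.412 (SD, n = 3) (log2 fold change -2.15, standard error 0.52, adjusted p = 0.170 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and no count in any liver library. Gpr151 was also lower in all 3 heat stress brains (log2 fold change -1.84) and not counted in liver. Rpl31 was higher in all 3 heat stress brains (log2 fold change 0.87) but not in liver, where it was 0.15 and changed direction when replicate 1 of either group was left out; its counts can be shared with near-identical copies. Nefm counts in liver were 12, 1 and 0 in control and 0, 0 and 0 in heat stress, and those of Bsn 16, 1 and 1 and 0, 1 and 0, nearly all in control replicate 1. The authors' deposited table of all samples calls 10 of the 11 genes predicted to be higher and 8 of the 8 predicted to be lower at an unadjusted p-value under 0.05.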

**Figure 7:**
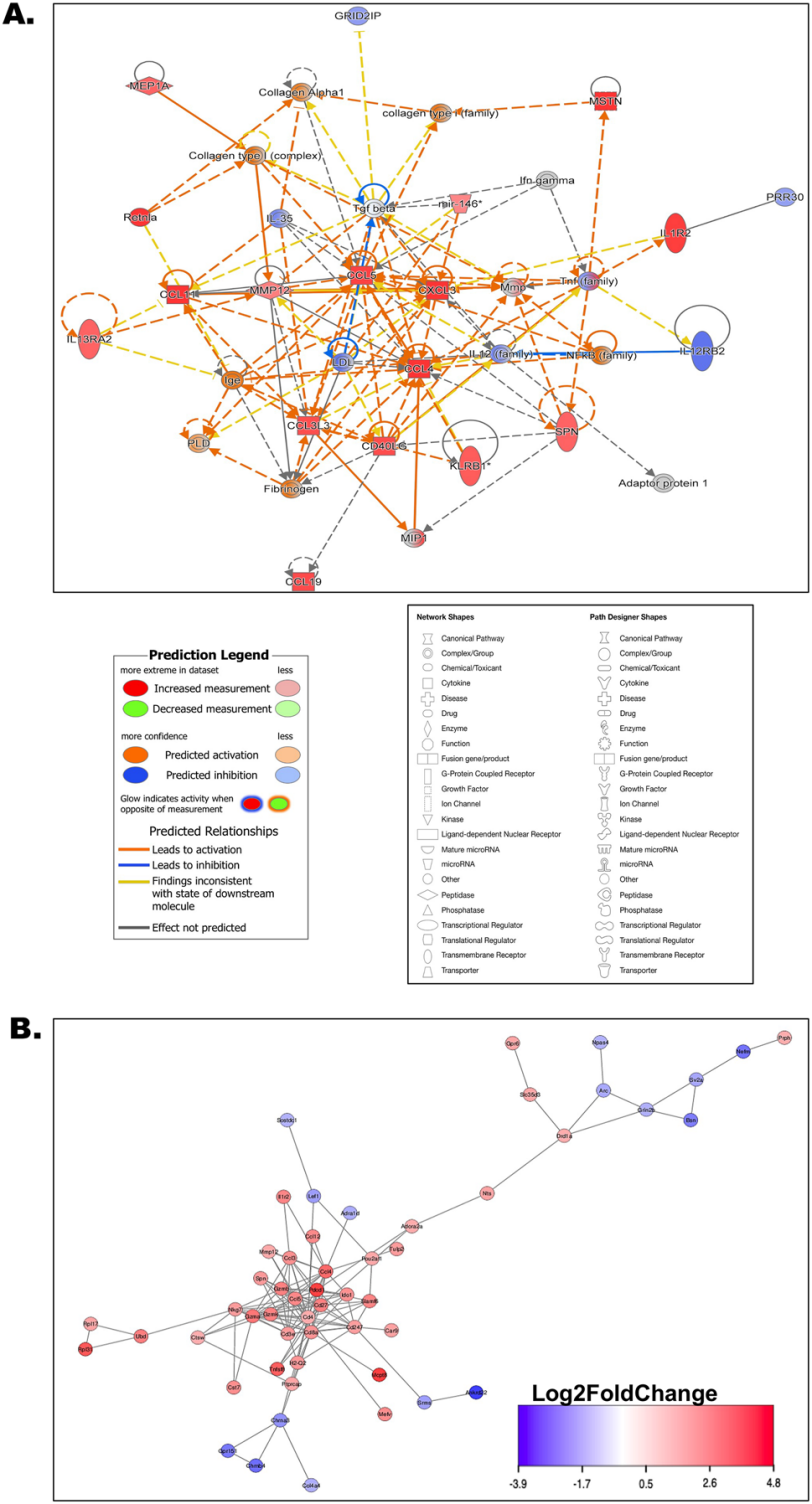
The liver-brain connection in heat stress pathologies was projected through a shared predictive pathway circuit and interactome. (**A**) Pathway circuit predicted based on the projected pathways obtained by comparing both brain and liver tissues from control and heat stress groups. Each shape represented different biological kinds of molecules and pathway components and each line connector style represented activation/inhibition status. Detailed legends of prediction, network, and path designer shapes were included in the figure. (**B**) Interactome was predicted based on the differentially expressed genes obtained from transcriptomic profiling and then by comparing both brain and liver tissues from control and heat stress groups. Interaction intensities were signified by possible upregulations and downregulations of the respective gene clusters with a *Log*_2_* fold change* gradient between − 3.9 and − 4.8 where the extremities of red and blue indicated up- and downregulations respectively. The same blue and red color code was set to mark the genes in clusters falling within the given gradient, gene names were provided in each representing shape. The connector line indicated the possible biological strength and interconnections of the interacting gene products.

### Expression fold changes of the top genes observed in the brain and liver unveiled potential validatory mediators of the liver-brain axis upon exposure to heat stress

The transcriptomics data was further screened to identify key genes that could mediate the effects of heat stress. This was done by examining the gene list showing differential expression due to heat stress. The changes in gene expression were quantified using log_2_ fold changes, which were then converted to expression fold changes. 

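Of the ribosomal protein genes, Rpl17 is the member plotted in Fig. 8A. It rose in all 3 heat stress brains, from 46.0 ± 20.3 (SD, n = 3) to 127 ± 44.1 (SD, n = 3) normalized counts (log2 fold change 1.46, standard error 0.35, adjusted p = 0.170 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), though its reads can be shared with near-identical copies. Tac1 and Ptprv were also higher in all 3 (log2 fold changes 1.21 and 1.46), while Adora2a (1.36) and Gpr6 (1.32) overlapped with the control mice through heat stress replicate 2. Of the 6 genes including Cd4, 0 had an adjusted p-value under 0.05 over all genes and 6 had one adjusted over the list alone, which the study chose on these samples. With DESeq2 on the brain libraries 5 had one over all genes, and with DESeq2 on all 12 libraries 0. Without heat stress replicate 3 the log2 fold changes of Ptprv, Adora2a and Gpr6 were 0.76, 0.87 and 0.85. Adora2a, Gpr6 and Tac1 are striatal marker genes.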

Several genes were found to be upregulated in the brain, including *Cd4, Rpl, Ptprv, Adora2a, Gpr6, and Tac1,* among others. Conversely, genes such as *Eps8l2, F5, Aqp1, Npas4, Slc4a5, Pecam1,* and others were downregulated (Fig. 8A; *p* < 0.001). 

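Eps8l2 fell from 10.4 ± 5.15 (SD, n = 3) to 3.41 ± 0.657 (SD, n = 3) normalized counts and was lower in all 3 heat stress brains (log2 fold change -1.61, standard error 0.36, adjusted p = 0.170 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). F5, Aqp1, Npas4 and Pecam1 were lower in all 3 as well, with log2 fold changes of -1.63, -1.53, -1.45 and -1.04, and Slc4a5 overlapped (-1.37). Without control replicate 1 the log2 fold change of Pecam1 was -0.64. Kl, F5, Aqp1 and Slc4a5 are choroid plexus markers and Pecam1 an endothelial marker, and markers of both that the study does not print were also lower. Of the 6 genes, 0 had an adjusted p-value under 0.05 over all genes, against 6 with DESeq2 on the brain libraries and 3 with DESeq2 on all 12.

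**Figure D1:**
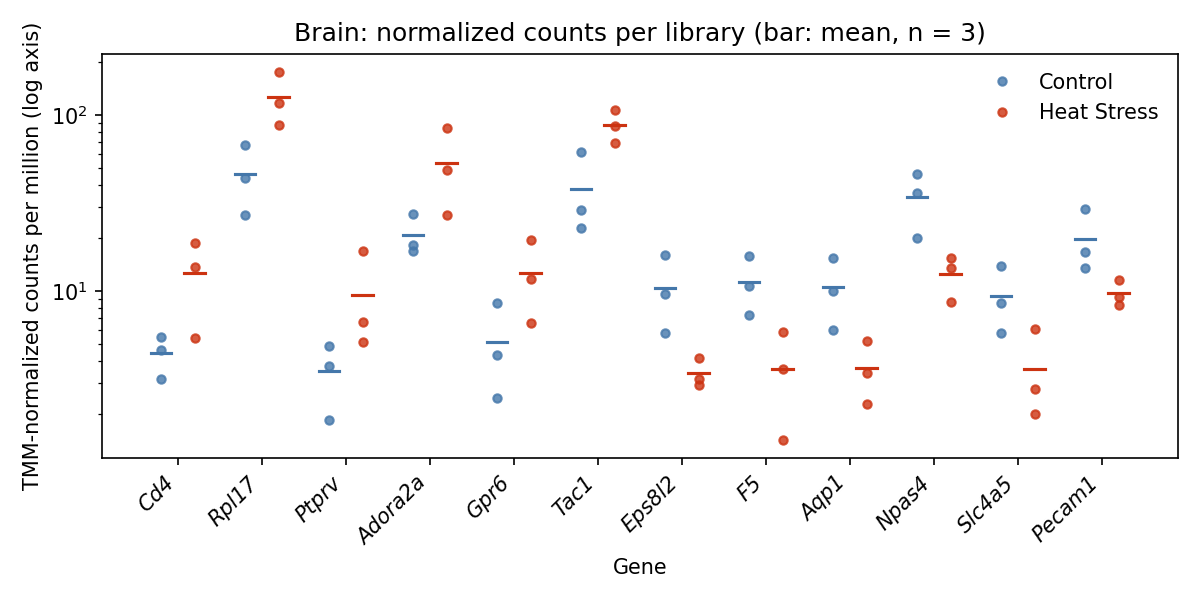
TMM-normalized CPM of 12 brain genes on a log axis, with a point for each of 3 control and 3 heat stress mice and a bar at the group mean. The points of Eps8l2 separate the groups, and those of Cd4, Adora2a, Gpr6 and Slc4a5 overlap.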

When comparing the liver data from the control and heat stress groups, a significant set of genes were identified that could potentially act as mediators. Some of these mediators could potentially reach the brain via the systemic route and exert effects on the neuronal circuits. The upregulated genes included acute phase reactants like *Orm2*, chemokines such *as Ccl5, Cxcl9,* and other crucial non-mediators like *Cib3, Usp2, Socs3, Irf7,* etc. On the other hand, genes like *Derl3, Gale, Acnat2, Manf,* and others were found to be downregulated (Fig. 8B; p < 0.001).

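Orm2, on chromosome 4 from 63362449 to 63365878 of mm10, had 25.2 ± 9.73 (SD, n = 3) normalized counts in heat stress liver and 10.9 ± 2.05 (SD, n = 3) in control liver (log2 fold change 1.197, standard error 0.28, adjusted p = 0.416 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was higher in all 3 heat stress mice. Left out in turn, the mice moved its log2 fold change between 0.84 and 1.41. In the authors' deposited liver table, made with DESeq2, the adjusted p-value of Orm2 was 0.0360. Of Orm1, Orm2 and Orm3, 2 had an adjusted p-value under 0.05 with DESeq2 on all 12 libraries. With edgeR and a skeletal muscle score as a covariate, chosen after the values were seen, 0 of them had one. The paralog Orm1 was counted far more often than Orm2, with 1222 ± 325 (SD, n = 3) and 954 ± 163 (SD, n = 3) normalized counts (log2 fold change 0.36). In the authors' deposited liver table the paralog Orm3 had a log2 fold change of 1.08 (adjusted p = 0.0593 from DESeq2). Reads of Orm1, Orm2 and Orm3 could have been split in counting. Cib3 (log2 fold change 2.03), Cxcl9 (1.61), Usp2 (1.45) and Socs3 (1.41) were higher in all 3 heat stress mice, and without heat stress replicate 1 the log2 fold change of Cxcl9 was 0.86. Usp2 is a clock gene of the evening phase. Of the 7 genes including Ccl5 and Irf7, 0 had an adjusted p-value under 0.05 over all genes and 7 had one adjusted over the list alone, which the study chose on these samples. With DESeq2 on the liver libraries 6 had one over all genes, with DESeq2 on all 12 libraries 6, and with edgeR and a skeletal muscle score as a covariate, chosen after the values were seen, 3.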

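Derl3 fell from 4.28 ± 3.57 (SD, n = 3) to 0.794 ± 0.255 (SD, n = 3) normalized counts (log2 fold change -2.42, standard error 0.59, adjusted p = 0.424 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without control replicate 2, which held most of its counts, the log2 fold change of Derl3 in liver was -1.48. Acnat2 and Manf had log2 fold changes of -1.33 and -1.33. Derl3, Acnat2 and Manf were lower in every heat stress mouse than in every control mouse, and none of them had an adjusted p-value under 0.05 over all genes, while each had one with DESeq2 on the liver libraries and on all 12. The paper proposes that some of the liver genes act as mediators that reach the brain.

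**Figure D2:**
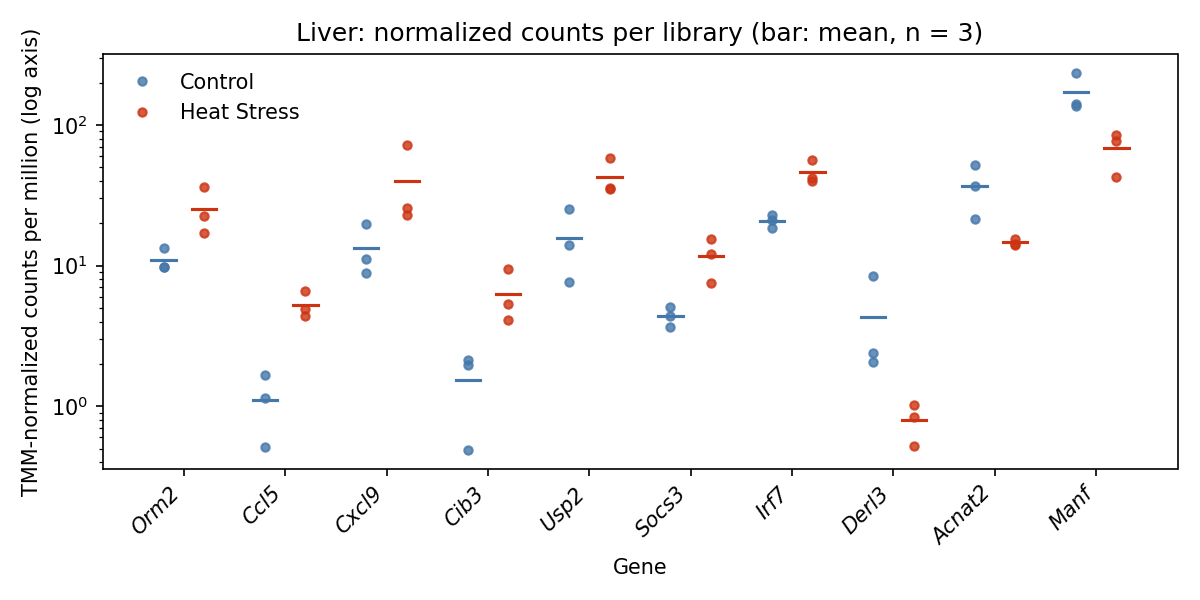
TMM-normalized CPM of 10 liver genes on a log axis, with a point for each of 3 control and 3 heat stress mice and a bar at the group mean. Every gene's heat stress points lie on a single side of its control points.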

**Figure 8:**
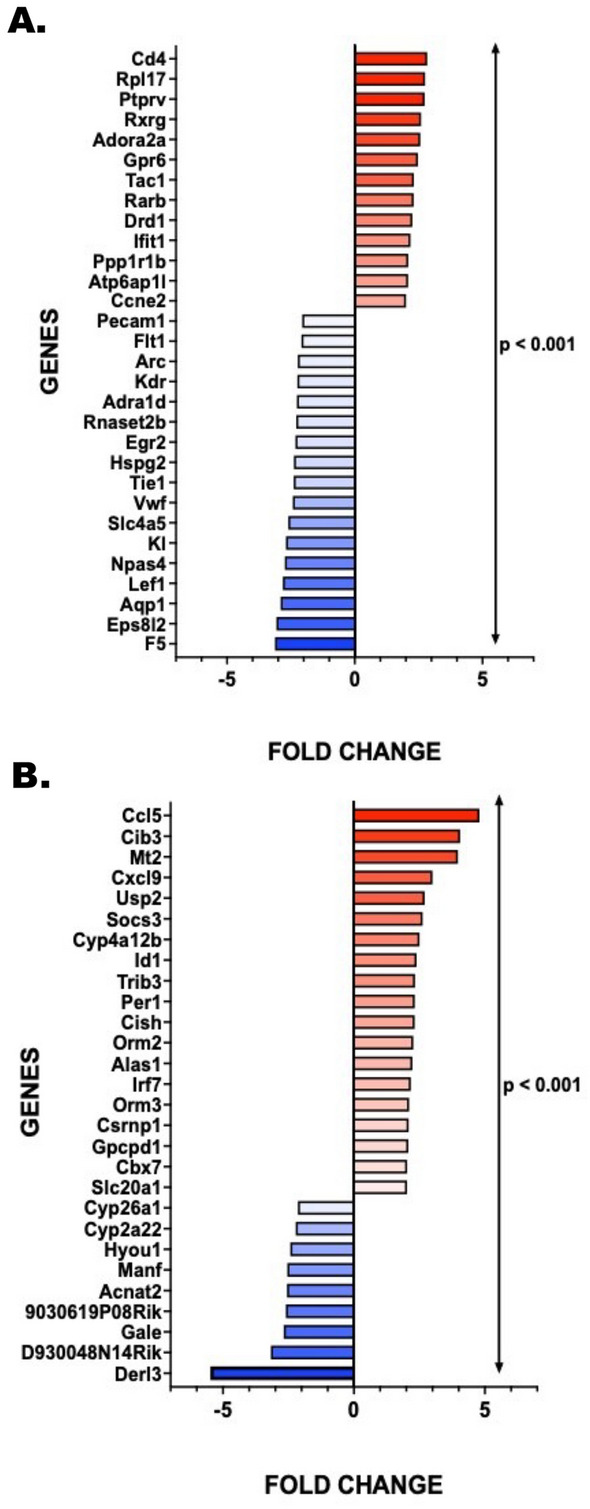
Expression fold changes of the top genes observed in the brain and liver unveiled potential validatory mediators of the liver-brain axis upon exposure to heat stress. (**A**) Heat Stress-induced relative mRNA expression changes (18S rRNA normalized) of the top genes in brain samples were converted from log2 fold changes based on the transcriptomic data plotted in bar graphs representing each gene (Control representing the baseline, 0). Negative fold changes were indicated in the blue color gradient whereas positive fold changes were indicated in the red gradient. All *p* values were derived through an unpaired t-test, with the significance level set at *p* < 0.05. (**B**) Heat Stress-induced relative mRNA expression changes (18S rRNA normalized) of the top genes in liver samples were converted from log2 fold changes based on the transcriptomic data plotted in bar graphs representing each gene (Control representing the baseline, 0). Negative fold changes were indicated in a blue color gradient whereas positive fold changes were indicated in a red color gradient. All *p* values were derived through an unpaired t-test, with the significance level set at *p* < 0.05.

### Heat stress augmented the secretion of hepatic ORM2 and its abundance in the hippocampus along with the frontal cortex, likely traversing through leaky Blood–Brain-Barrier (BBB)

Immunohistochemical analysis of liver slices showed a marked augmentation in Orosomucoid 2 (ORM2) immunoreactivity, signifying an escalated release of this protein at the tissue level within the liver of the heat stressed group (Fig. 9A,B; *p* < 0.001). Previous research has established a linkage between ORM2 release from the liver and its involvement in intestinal inflammation and gut dysbiosis^30^. Consequently, IL-1β immunoreactivity was assessed as an indicator of intestinal inflammation within the experimental mouse cohorts. IL-1β immunoreactivity exhibited a substantial increase in the intestinal sections from the heat stress group compared to the control (Fig. 9C,D; *p* = 0.008). Notably, heat stress-induced gut dysbiosis has been acknowledged as a contributing factor to intestinal inflammation^31,32^. Therefore, an investigation was performed into the correlation between gut dysbiosis and intestinal inflammation concerning the release of ORM2 in the liver. The Firmicutes to Bacteroidetes ratio has long been recognized as a marker of gut dysbiosis in the context of hepatic inflammation and diseases^33–35^. Hence, the whole metagenome sequencing of fecal samples from the control and heat stress mouse groups were performed. The data elucidated a significant increase in the Firmicutes to Bacteroidetes ratio in the heat stress group compared to the control (Fig. 9E; *p* < 0.001). Given the previously established correlation between ORM2 abundance and gut dysbiosis, a correlation plot was constructed, revealing a significant positive correlation between the Firmicutes to Bacteroidetes ratio and ORM2 immunoreactivity in liver tissues of the heat stress mouse group (Fig. 9E; *p* = 0.014, *r* = 0.813). Subsequently, the integrity of the blood–brain barrier (BBB) was examined in brain sections of the respective mouse groups. Immunofluorescence analysis showed BBB disruption, quantified in terms of Claudin 5 (Red) and CD31 (Green) colocalization events (Yellow) counterstained with DAPI for nuclear imaging (Fig. 9G; *p* < 0.001). Colocalization was markedly diminished in the heat stress group compared to the control, suggesting a potential disruption of the BBB (Fig. 9H; *p* = 0.0085). ORM2 protein secretion primarily emanated from hepatocytes^36,37^. Past investigations have delineated the role of ORM2 in neuroinflammation and ischemic stroke events^38,39^. Consequently, the abundance of ORM2 was evaluated in brain sections, revealing a significant increase in ORM2 immunoreactivity in the hippocampus and frontal cortex regions of the brain in the heat stress group (Fig. 9A,B; *p* < 0.001). Intriguingly, the brain transcriptome analysis disclosed no ORM2 mRNA fold changes in the heat stress group when compared to the control. 

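In brain, Orm2 was counted 0, 0 and 0 times in the control libraries and 0, 0 and 1 times in the heat stress libraries. Orm1 had at most 1 count and Orm3 none. All were under the floor of 3 counts, so no fold change was computed and a difference was not detectable at this depth.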

Despite ORM2 being predominantly secreted by the liver, its heightened abundance in the brain suggests increased secretion from hepatocytes during heat stress, possibly reaching brain tissues through a leaky blood–brain barrier via the systemic route.

**Figure 9:**
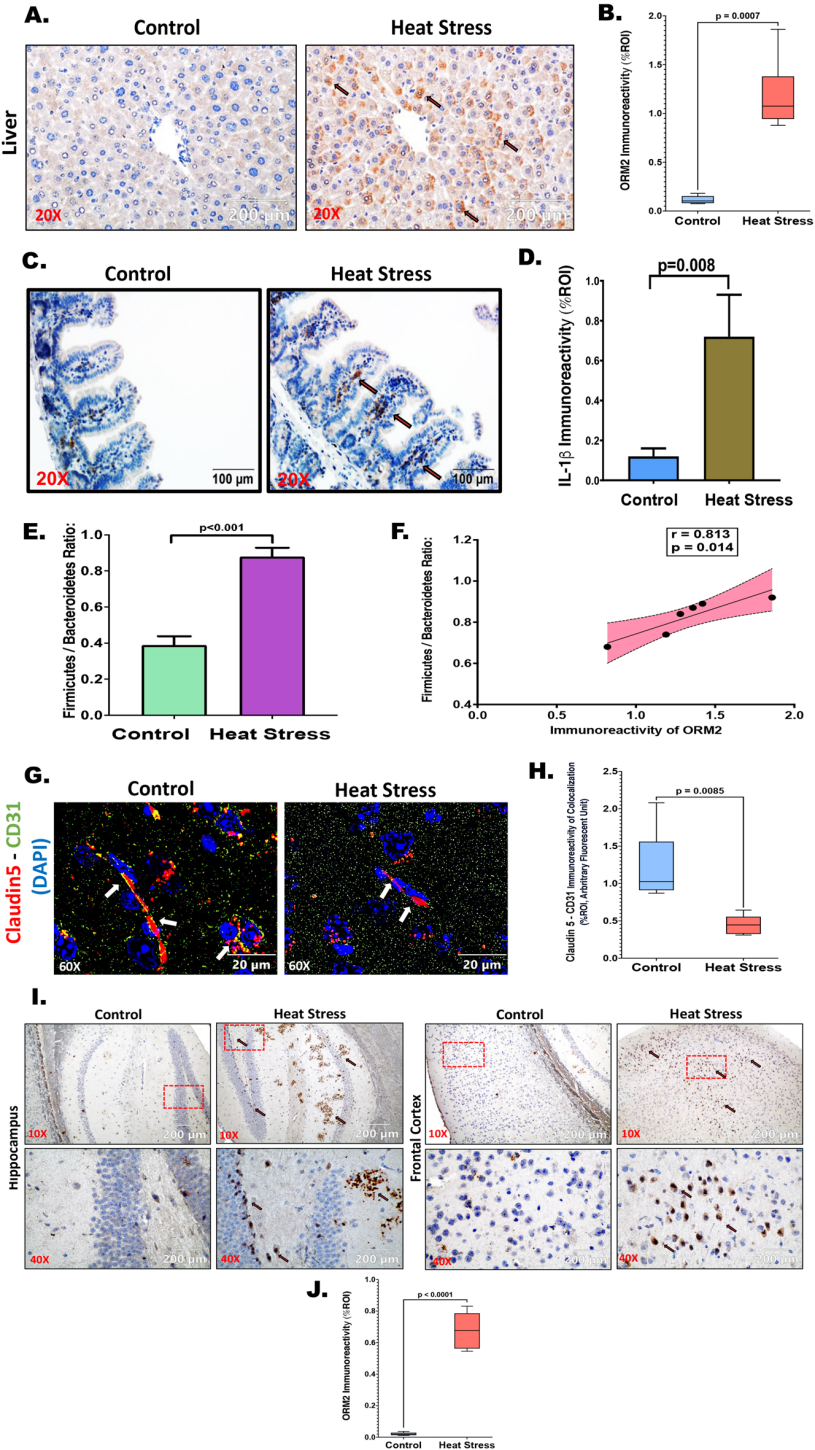
Heat stress augmented the secretion of hepatic ORM2 and its abundance in the hippocampus along with the frontal cortex, traversing through leaky Blood–Brain-Barrier (BBB). (**A**) ORM2 immunoreactivity was shown by immunohistochemistry in liver sections from Control and Heat Stress mouse groups; Images were taken at 20X magnification and displayed with a scale of 200 μm. (**B**) ORM2 immunoreactivity in both groups was measured as arbitrary light units from six separate microscopic fields and plotted along the ordinate. All *p* values were derived through an unpaired t-test, with the significance level set at *p* < 0.05. (**C**) IL-1β immunoreactivity was shown by immunohistochemistry in small intestinal sections from Control and Heat Stress mouse groups; Images were taken at 20X magnification and displayed with a scale of 100 μm. (**D**) IL-1β immunoreactivity in both groups was measured as arbitrary light units from six separate microscopic fields and plotted along the ordinate. All *p* values were derived through an unpaired t-test, with the significance level set at *p* < 0.05. (**E**) The bar graph was plotted as the difference in ratio value of the relative abundance of the gut microbial phyla Firmicutes and Bacteroidetes compared between control and heat stress groups. The *p* value was derived through an unpaired t-test, with the significance level set at *p* < 0.05. (**F**) A correlation analysis was conducted between the gut dysbiosis marker Firmicutes/Bacteroidetes ratio and the abundance of ORM2 in liver tissues. The correlation plot includes Pearson's linear regression depicted in red, along with a 95% confidence interval. (**G**) Claudin5 (red) and CD31 (green) were dual labeled through immunofluorescence staining with colocalization (yellow) observed at 60X (oil) magnification. The images were presented with a scale of 20 μm in the brain sections from both the Control and Heat Stress mouse groups. (**H**) Claudin5-CD31 colocalization (yellow) events in both groups were quantified as arbitrary fluorescent units from six distinct microscopic fields and plotted along the ordinate. All *p* values were derived through an unpaired t-test, with the significance level set at *p* < 0.05. (**I**) ORM2 immunoreactivity was shown by immunohistochemistry in brain sections (hippocampus and frontal cortex) from Control and Heat Stress mouse groups; Images were taken at 10X, 40X magnification displayed with the scale of 200 μm. (**J**) ORM2 immunoreactivity in both groups was measured as arbitrary light units from six separate microscopic fields and plotted along the ordinate. All *p* values were derived through an unpaired t-test, with the significance level set at *p* < 0.05.

### Heat stress-induced transcriptomic alterations together with acute phase response ensued neural, hepatic, and systemic inflammation further debilitating synaptic plasticity

Immunohistochemical analysis conducted on brain sections aimed to explore the pleiotropic cytokine IL-6, the synaptic plasticity marker Brain-Derived Neurotrophic Factor (BDNF), and the microglial activation marker Translocator Protein (TSPO) (Fig. 10A). Within the heat stress group, a noteworthy augmentation in IL-6 immunoreactivity was discerned (Fig. 10A,B; *p* = 0.0048), while the immunoreactivity of BDNF exhibited a significant decrease (Fig. 10A,C; *p* = 0.0031). Additionally, as assessed by TSPO immunoreactivity, microglial activation was significantly heightened in the heat stress group compared to the control (Fig. 10A,D; *p* = 0.0051). The systemic level of the proinflammatory cytokine IL-1β was quantified via ELISA using serum samples from the control and heat stress mice groups, revealing a substantial elevation in the systemic IL-1β level within the heat stress group (Fig. 10E; *p* = 0.001). Furthermore, a significant increase in the systemic level of IL-6 was also evident in the heat stress group in comparison to controls (Fig. 10F; *p* < 0.001). Immunohistochemistry conducted on liver slices from the control and heat stress mouse groups showed a marked escalation in the immunoreactivities of the Kupffer cell activation marker CD68 (Fig. 10G,H; *p* = 0.0105) and the proinflammatory cytokine IL-1β (Fig. 10G,I; *p* < 0.001) in the heat stress group.

**Figure 10:**
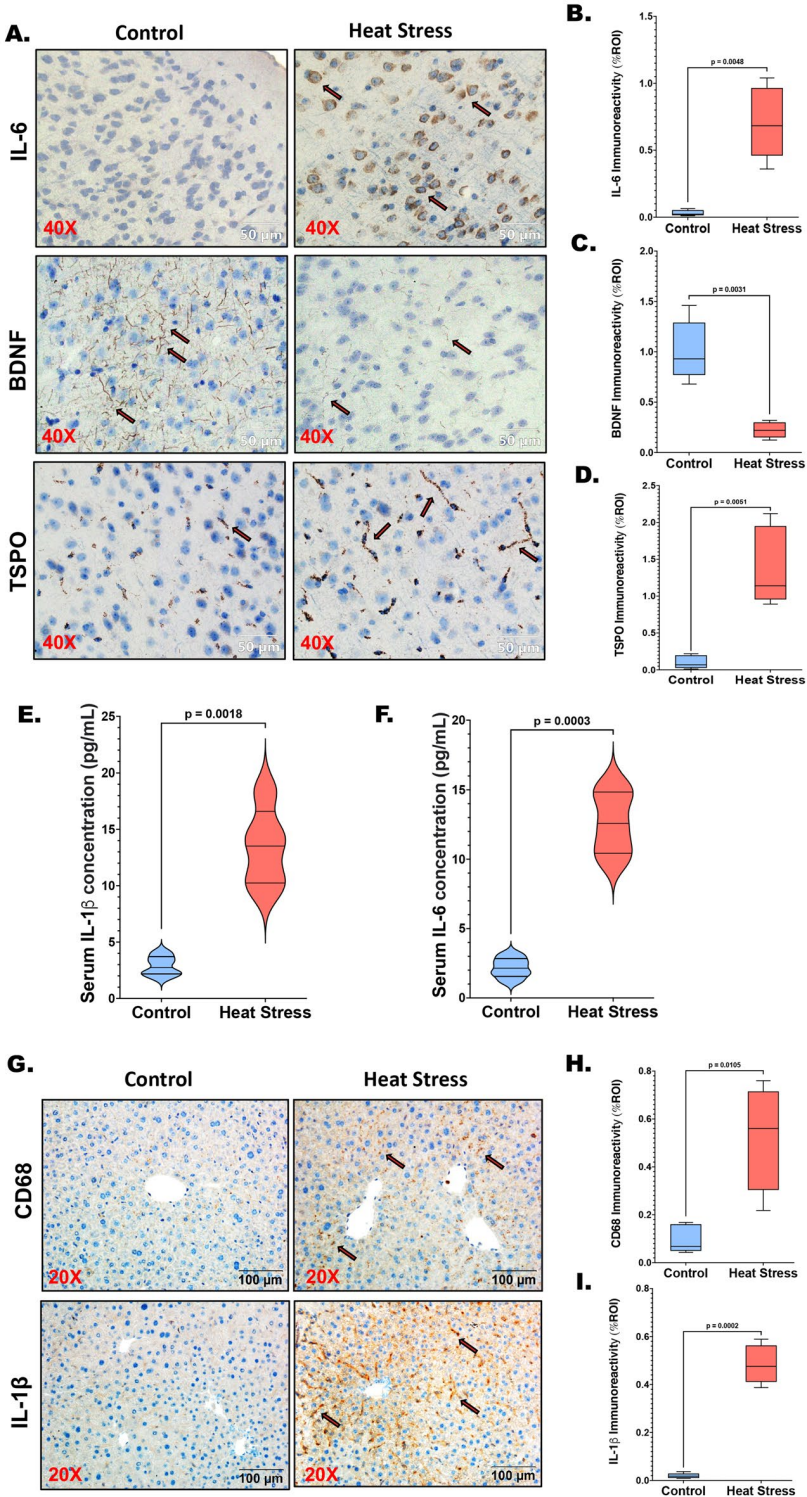
Heat stress-induced transcriptomic alterations together with acute phase response ensued in neural, hepatic, and systemic inflammation debilitating synaptic plasticity. (**A**) IL-6, BDNF, and TSPO immunoreactivities were shown by immunohistochemistry in the brain (frontal cortex) sections from Control and Heat Stress mouse groups; Images were taken at 40X magnification displayed with the scale of 50 μm. (**B**) IL-6 immunoreactivity in both groups was measured as arbitrary light units from six separate microscopic fields and plotted along the ordinate. All *p* values were derived through an unpaired t-test, with the significance level set at *p* < 0.05. (**C**) BDNF immunoreactivity in both groups was measured as arbitrary light units from six separate microscopic fields and plotted along the ordinate. All *p* values were derived through an unpaired t-test, with the significance level set at *p* < 0.05. (**D**) TSPO immunoreactivity in both groups was measured as arbitrary light units from six separate microscopic fields and plotted along the ordinate. All *p* values were derived through an unpaired t-test, with the significance level set at *p* < 0.05. (**E**) Serum IL-1β level in pg/mL was graphed in violin plots from Control and Heat Stress mouse serum samples (n = 3). All *p* values were derived through an unpaired t-test, with the significance level set at *p* < 0.05. (**F**) Serum IL-6 level in pg/mL was graphed in violin plots from Control and Heat Stress mouse serum samples (n = 3). All *p* values were derived through an unpaired t-test, with the significance level set at *p* < 0.05. (**G**) CD68 and IL-1β immunoreactivities were shown by immunohistochemistry in liver sections from Control and Heat Stress mouse groups; Images were taken at 20X magnification and displayed with a scale of 100 μm. (**H**) CD68 immunoreactivity in both groups was measured as arbitrary light units from six separate microscopic fields and plotted along the ordinate. All *p* values were derived through an unpaired t-test, with the significance level set at *p* < 0.05. (**I**) IL-1β immunoreactivity in both groups was measured as arbitrary light units from six separate microscopic fields and plotted along the ordinate. All *p* values were derived through an unpaired t-test, with the significance level set at *p* < 0.05.

## Discussion

This study is the first report of a molecular investigation using genomic approaches of heat stress pathophysiology, focusing on the concerted actions of brain and liver. Further, the present study focused on the molecular pathways of the gut-liver-brain axis, linking intestinal pathology and gut dysbiosis. Employing multiorgan transcriptomic profiling, it identified common heat stress-affected genes in the brain and liver. Rigorous bioinformatics analysis unveiled significant transcriptome changes and identified enriched pathways. The study uniquely identified liver-derived mediators connecting the gut-brain-liver axis and intricately correlated with heat stress pathophysiology, marking an effort to unravel organ interplay during heat stress, advancing molecular insights into the pathophysiology of adverse heat events.

Top differentially expressed genes, like *Rpl41*, upregulated in the brain under heat stress are linked to ATF4 phosphorylation, oxidative stress, and neuronal degeneration, notably in Alzheimer’s and Parkinson's diseases^40^. Another gene, *Rarb* was also found to be upregulated in heat-stress brain tissues, and gain-of-function mutations of *Rarb* are associated with intellectual disability and progressive motor impairment, indicating a potential role of *Rarb* in brain function and development^41^. *Hmgn2* is upregulated in cerebral tissue upon heat stress and plays a specific role in the brain, maintaining chromatin accessibility during corticogenesis, crucial for adult neurogenesis and synaptic plasticity^42^. Heat stress in our study was observed to downregulate *Npas4*, a brain-expressed transcription factor crucial for memory and inhibitory synapse formation, with deficiency linked to cognitive deficits and implications in neuroprotection against stress, offering potential therapeutic insights for conditions like epilepsy, Alzheimer's^43,44^. Furthermore, Npas4 significantly downregulated in brain tissues from the heat stress group was reported previously to serve in the maintenance of the blood–brain barrier integrity, and its deficiency compromises neuroprotection^45–47^ which is supportive of this study’s observations of the leaky blood–brain barrier and deteriorating synaptic plasticity in the heat stress exposed mice. The enriched pathways observed in the brain under heat stress strongly highlighted the activation of S100B signaling, a central nervous system calcium-binding protein concentrated in astrocytes, that serves as a reliable biomarker of neural distress and is implicated in neuropathology. In brain inflammation, the above molecule acts as both a pro-inflammatory cytokine and a Damage-Associated Molecular Pattern (DAMP), displaying concentration-dependent effects on neurons, ranging from neurotrophic support to inducing apoptosis^48,49^. Another pathway predicted in brain tissues of the heat stress group was the activation of Interleukin-17 (IL-17) signaling, which is associated with disrupting the blood–brain barrier, fostering neuroinflammation, and contributing to tissue damage in neuroinflammatory conditions of ischemic brain injury. Its impact on various neural cell types, including microglia, endothelial cells, astrocytes, and neurons, triggers inflammatory responses and poses a risk of tissue damage^50^. Interleukin-33 (IL-33) was also observed to have enriched in brain lysates of the heat stress group known to exhibit roles in brain inflammation. This may act as a pro-inflammatory mediator that can activate cells such as astrocytes and microglia, potentially leading to sustained inflammation, neuronal damage, and cognitive impairment in neuroinflammatory pathology^51,52^. Additionally, downregulation of the Interleukin-12 (IL-12) signaling has been observed in heat stress-induced neuronal pathways; IL-12 is associated with inducing neuroprotection and shaping the trophic factor milieu within the inflamed central nervous system, with neurons being the dominant source of trophic factors^53^. Neurological disease network extrapolations revealed genes like Synaptogyrin 4 which is novel in depicting neuronal distress while other proteins of the same family were previously correlated with synaptic plasticity factors under various neurological disease pathology^54,55^. Serpine 3, was inhibited in heat-stressed brain tissues and is known to hasten the neuronal apoptosis and more severe impairments of spatial learning and memory following a hippocampal injury^56^. Observations from the transcriptomic profiling and downstream bioinformatic analyses of brain tissues comparing control and the heat stress groups are in concordance with the functional validations indicating neuroinflammation (IL-6 release, microglial activation, TSPO) and cognitive decline (decrease in BDNF) marked in the heat stress group.

Upregulated genes in the liver due to heat stress comprised of *Ccl5*, or *Rantes* (Regulated upon Activation, Normal T Cell Expressed and Secreted), a well-known hepatic chemokine influencing immune cell recruitment in liver disease. It activates T cell proliferation and cytokine production, contributing to inflammatory responses, hepatic fibrosis, and early stages of metabolic dysfunction-associated steatotic liver disease (MASLD) by inducing steatosis through the Ccr5 receptor^57,58^. *Creld2* or Cysteine-rich with EGF-like domains 2 was also upregulated in the liver lysates of the heat stress group and is reported to be crucial for liver metabolism homeostasis, particularly in the unfolded protein response (UPR). It also acts as an ER-stress inducible gene, enhancing protein folding, and its deficiency is associated with dysregulated UPR, and hepatic steatosis, and impacts energy expenditure, emphasizing its key role in liver health and function^59^. *Irf7* (Interferon Regulatory Factor 7) was upregulated, which is also crucial for IL-1β release and concomitant inflammatory response in the liver^60^. Pathway enrichment study identified the activation of NOD1/NOD2 in liver tissues of the heat stress group which triggers proinflammatory and type I interferon responses, contributing to liver injury. These receptors play a role in recognizing bacterial pathogens, inducing liver inflammation, and have associations with innate immune activation in metabolic diseases, with studies suggesting that blocking NOD1 can be protective against tissue injury^61,62^. TREM-1 (Triggering Receptor Expressed on Myeloid Cells 1) signaling was also activated in heat-stressed liver tissues and is implicated in liver inflammation and fibrosis by promoting hepatic inflammation, activating stellate cells, and serving as a master regulator of Kupffer cell activation and linked to inflammation, lipid accumulation, fibrosis, and tumor progression in liver-related diseases^63^. Interleukin-17 (IL-17) signaling activation was notable in the liver transcriptome of the heat stress group, which is linked to liver inflammation and fibrosis, with elevated levels observed in liver diseases, inducing immune cell infiltration, damage, inflammation, and fibrosis. Targeting the IL-17 axis is considered a potential therapeutic approach for treating liver-related conditions^64,65^. Interactome mapping in the liver lysates from the heat stress group showed an array of significant interactions compared to the controls. Projected upregulations were observed in the adipokine LRG1 (Leucine-rich alpha-2-glycoprotein 1) associated with liver diseases, notably in obesity-induced hepatosteatosis and insulin resistance. Its endocrine action, including suppressing fatty acid β-oxidation and promoting de novo lipogenesis, contributes to hepatosteatosis. At the same time, LRG1 also influences Kupfer cell activation in the liver and enhances TGF-β1 signaling, suggesting a significant role in liver metabolism and diseases associated with obesity^66,67^. The Krüppel-like factor 4 (KLF4) transcription factor has been associated with various physiological and pathological processes in the liver and was also found to be upregulated in the liver interactome of the heat stress group is known to augment TGF-β1 expression and liver inflammation, indicating a potential role in modulating the fibrotic response in organ systems including liver fibrosis^68^. The observations from the transcriptomic profiling and downstream bioinformatic analyses of the liver tissues comparing control and the heat stress groups are congruent with the functional studies conducted. Validations revealed a correlative hepatic inflammation (Kupfer cell activation, CD68 immunoreactivity) and IL-1β release, suggesting the onset of hepatic inflammation.

The thorough bioinformatic analyses further revealed the liver-brain connection in heat stress based on the commonly differentiated genes in both organs. The liver-brain axis is a vital communication network influencing human health, connecting the gut, liver, and brain. It plays a role in various disease conditions involving endocrine, humoral, metabolic, and immune pathways^69^. The impact of climate change on neurological diseases and gastrointestinal health, including the liver-brain axis, has been highlighted, with potential implications for metabolic liver diseases and associated neuropathologies^70^. The increased activity in chemokine signaling, Th1 and Th2 signaling, neuroinflammation signaling, synaptic long-term depression signaling, adipokine signaling, etc. were observed in the enriched pathways of the Liver-Brain axis upon exposure to heat stress. An array of cytokines such as CCL3, CCL4, CCL5, IL-35, IL-12, etc., different acute phase responders like ORM2, ORM3, etc., and other intricate non-mediators were identified. Among these, the ORM2, a liver-produced hepatokine, plays a crucial role in maintaining hepatic and systemic lipid balance and is implicated in regulating de novo lipogenesis^71^. ORM2 levels are associated with MASLD, while studies suggest its potential as a therapeutic target for liver diseases, particularly those related to lipid metabolism and steatohepatitis^36^. Additionally, ORM2 has shown promise as a biomarker for liver diseases, contributing to diagnostics and monitoring, emphasizing its significance in liver health and potential for therapeutic interventions^72^. Following the literature, our observations also revealed a significant increase in the production of hepatic ORM2 in the liver tissues of the heat stress group, compared with the control group, indicating heat stress elevated ORM2 production in the liver. Existing literature described the link between ORM2 release from the liver and its involvement with intestinal inflammation and gut dysbiosis^30^. Our results revealed the intestinal inflammation caused due to exposure to heat stress and concomitant events of gut dysbiosis measured through the alteration of Firmicutes to Bacteroidetes ratio. The Firmicutes to Bacteroidetes ratio is a gold-standard marker of gut dysbiosis^33,34^. Heat stress is well characterized in inducing gut dysbiosis and has been proven robust in causing intestinal inflammation^31^. Our results indicated a positive correlation plotted with gut dysbiosis and hepatic ORM2 production. Therefore, our data successfully delineated the compelling correlation between intestinal inflammation, gut dysbiosis, and hepatic ORM2 release in the context of heat stress-induced pathophysiology. This tended to justify the cause of augmented ORM2 production from the liver under heat stress. Also, systemic markers of inflammation, such as the levels of IL-6 evident in our data sets, pointed to the acute phase response in heat stress, which is consistent with existing literature^73,74^. Past studies have described the role of ORM2 in neuroinflammation and ischemic stroke events, and the existence of astrocyte-produced ORM2 was also deciphered^38,39^. Our results revealed a significant rise in ORM2 abundance in the brain's hippocampus and frontal cortex regions upon exposure to heat stress. However, the transcriptomic profiling of the brain tissues showed no ORM2 mRNA increase in the heat stress group compared to the control. Therefore, it may be predicted that the augmented ORM2 level in the brain tissues of the heat stress group may not be autocrine in nature that arose from astrocytes. Conversely, the ORM2 possibly reached the brain tissues predominantly secreted from the hepatocytes in the liver, and the increased abundance in the brain was probably due to its increased production in the liver and affected the neuronal tissues via an endocrine route following a leaky blood–brain barrier, though the above pathway may be hypothetical at this point.

While this study delved into the functional aspects of heat stress pathophysiology, it primarily adopted an observational approach, relying on transcriptomic analyses, microbial sequencing, bioinformatic mining, and prediction models. The research, centered on mechanistic validations and pathological evaluations, is confined to identified genes and pathways. Systemic-level and multifactorial measurements including thorough mechanistic insights of the liver-brain mediators are beyond the study's scope. The authors propose subsequent deep investigations into ORM2 mechanisms, connecting the liver-brain axis in heat stress, using tissue-specific knockout models to confirm ORM2's source and eliminate astrocytic ORM2 interference in neuronal etiologies. In conclusion, the study was foundational in employing high-throughput sequencing, explored organ-specific heat stress pathologies, the possible involvement of the gut-liver-brain axis, and molecular interplays, especially in aged mice. The research identified mediators of gut-liver-brain communication, offering implications for developing prognostic and therapeutic markers, crucial for alleviating heat stress pathophysiology, particularly in the aged population.

## Methods

The temperature and humidity-controlled rodent chamber (Model No# RIS26SD) was obtained from Powers Scientific Inc. (Doylestown, PA, USA). Primary antibodies against Cluster of Differentiation 68 (CD68), Translocator Protein (TSPO)/ Peripheral Benzodiazepine Receptor (PBR), and secondary antibodies conjugated with horseradish peroxidase (HRP) were sourced from Abcam (Cambridge, MA, USA). The primary antibody against Orosomucoid 2 (ORM2) was purchased from Proteintech Group Inc (Rosemont, IL, USA). Primary antibodies against IL-1β, IL-6, Brain Derived Neurotrophic Factor (BDNF) were obtained from Santacruz Biotechnology (Dallas, TX, USA). Primary antibodies against Cluster of Differentiation (CD31) and Claudin 5 were acquired from Novus Biologicals, LLC (Centennial, CO, USA) and Sigma-Aldrich (St. Louis, MO, USA) respectively. Species-specific biotinylated secondary antibodies and streptavidin-HRP were obtained from Vector Laboratories (Vectastain Elite ABC kit, Burlingame, CA, USA). Fluorescence-conjugated (Alexa Flour) secondary antibodies and ProLong Gold antifade mounting media with DAPI were purchased from Thermofisher Scientific (Grand Island, NY, USA). The IHC-Tek was acquired from IHCWORLD (Catalog# IW-1000). The brain and liver tissue sections were paraffin-embedded by AML Laboratories (St. Augustine, FL, USA). Unless otherwise specified, all other chemicals used in the study were purchased from Sigma-Aldrich (St. Louis, MO, USA).

### RNA isolation

Samples of frozen tissue were cut and weighed to obtain ≤ 25 mg. The tissue was placed into a 1.7 mL microfuge tube with 500uL Trizol (Life Technologies) and kept on ice. The tissue was homogenized with a disperser (IKA) with three cycles of 20 s of dispersing (speed 6- liver; speed 3- brain) followed by 10 s of rest. The tube was kept in an ice water bath during the homogenization. After the homogenization, the tube was centrifuged for 12,000×*g* for 1 min. The supernatant was removed to a new 1.7 mL microfuge tube without disturbing cell debris that may have been pelleted. The remainder of the protocol followed the instructions for the Zymo Research Direct-zol RNA miniprep kit with some minor edits. An equal volume of ethanol (90–100%) was added to the supernatant and briefly vortexed. The mixture was transferred to the Zymo Spin IICR column in a collection tube and centrifuged for 30 s at 12,000×*g*. The flow-through was discarded and 400uL of Direct-zol RNA Wash Buffer was added to the column. The column was centrifuged for 30 s at 12,000×*g*. A mixture of DNase digestion buffer (75uL) and DNase I (5uL) was added to the column and incubated at room temperature for 15 min. After the DNase I incubation, 400uL of Direct-zol RNA PreWash was added to the column, followed by centrifugation for 30 s at 12,000×*g*. The flow-through was discarded and the PreWash step was repeated. The flow through was discarded and 700uL of Direct-zol RNA Wash Buffer was added to the column and centrifuged for 2 min at 12,000×*g*. The spin column was removed to a fresh collection tube and centrifuged again for 1 min at 12,000×*g*. To elute the RNA, 30uL of DNase/RNase-free water was added directly to the column and incubated for 5 min at room temperature. The RNA was eluted by centrifugation for 1 min at 16,000×*g* into a new 1.7 mL lo-bind RNase-free microtube. The RNA was stored at − 80 °C.

### RNA sequencing

Total RNA was monitored for quality control using the Agilent Bioanalyzer Nano RNA chip and Nanodrop absorbance ratios for 260/280 nm and 260/230 nm. Library construction was performed according to the Illumina TruSeq mRNA stranded protocol. The input quantity for total RNA was ~ 550 ng and mRNA was enriched using oligo dT magnetic beads. The enriched mRNA was chemically fragmented for three minutes. First-strand synthesis used random primers and reverse transcriptase to make cDNA. After second-strand synthesis, the ds cDNA was cleaned using AMPure XP beads, and the cDNA was end-repaired and then the 3’ ends were adenylated. Illumina unique dual indexed adapters were ligated on the ends and the adapter-ligated fragments were enriched by nine cycles of PCR. The resulting libraries were validated by qPCR and sized by Agilent Bioanalyzer DNA high-sensitivity chip. The concentrations for the libraries were normalized and multiplexed together. The multiplexed libraries were sequenced using paired-end 100 cycles chemistry on the NovaSeq 6000. We targeted 20 M reads per sample.

### RNA-Seq data analysis

Sequencing reads were analyzed for quality control using FASTQC (v. 0.11.2), then trimmed using Trimmomatic (v.0.32) with Illumina TruSeq adapter sequences, PHRED quality score 15, and minimum length 20 bases. The trimmed reads were aligned to the reference genome with transcriptome annotation and post-processed using Tophat2 (v.2.0.12), Bowtie2 (v.2.2.3), and Samtools (v.0.1.19). Reads from the same samples were combined. The expression level was quantified both with FPKM (Fragment per kilobase per million mapped reads) using Cufflinks (v. 2.1.1) and with raw counts using HTSeq (v.0.6.1p1.). Differential analysis was performed using DESeq (v.1.18.0).

### RNA sequence analysis

The quality of the sequencing was first assessed using the *fastQC* tool (v0.11.9) on the paired-end reads. Raw reads were then illumina adapter and quality trimmed and filtered by a length of 20 bases using *trimmomatic* (v0.39). Trimmed reads were aligned to indexed mouse reference genome *mm10* using short read aligner *hisat2* (v2.2.1) and gene expression levels were quantified using *featureCount* from *Subread* (v2.0.1) for all annotated genes and samples. Differential gene expression analysis was performed using R package *DESeq2*(v1.22.2) implementing a negative binomial model of the gene count with an FDR (false discovery rate) cut-off of 0.05. PCA plots and heatmaps were generated using *DESeq2*(v1.22.2).

### Pathway and network analysis

The differentially expressed gene lists (DEG) were imported into the *Ingenuity Pathway Analysis* tool (*IPA*: v094302991) using default parameters with a log fold change cutoff of less than − 1.0 and greater than 1.0 for pathway enrichment analysis. Statistically significant canonical pathways were identified and filtered for pathways of interest to create a customized chart. Of the 25 networks generated by IPA, those of interest were selected and exported. *Cytoscape* (v3.10.0) was used to generate protein–protein interaction networks. The DEG lists were filtered for downregulated and upregulated genes using log fold change cutoff of less than − 1.0 and greater than 1.0 and *p* value less than 0.05 and imported into Cytoscape. The *STRING* protein database (v11.5) generated networks based on the gene list. The generated networks were filtered for the largest subnetwork. The final network was generated, and edges were colored by combining log fold change and adjusted p values.

### Animal model

The study used pathogen-free, adult, male, 24 months old C57BL/6 J wild-type (WT) mice obtained from the Jackson Laboratories (Bar Harbor, ME, USA). The mean body weight of the animals used was 36.93 ± 1.69 g at day 0 of the experiment. The mice were housed in a temperature-controlled room with a 12-h light/dark cycle and had ad libitum access to food and water. All experimental procedures were conducted following the guidelines outlined in the NIH Guide for the Humane Care and Use of Laboratory Animals and ARRIVE GUIDELINES. The study protocol was approved by the institutional review board at the University of South Carolina (Animal Protocol Number: 2488-101501-051220; approval date: 5th October 2021). The animals were handled in compliance with local IACUC (Institutional Animal Care and Use Committee) standards. After the completion of the experimental treatments, all mice were euthanized.

### Analysis of gut microbiome

At the conclusion of the experimental timeline, fecal pellets from the control and heat stress mouse groups were subjected to DNA isolation and purification using the ZymoBIOMICS Miniprep kit. Following this, DNA libraries were prepared, and QC was performed using the Qubit dsDNA HS assay from ThermoFisher (Waltham, MA, USA). Whole metagenome sequencing (WMS) was performed on the Illumina NovaseqX high-throughput sequencer, generating 12 million reads per sample conducted by CosmosID (Rockville, MD, USA). The unassembled sequencing reads for each sample were then analyzed using the vendor-optimized bioinformatics platform and pipelines. The bar graph was generated using the ratio value from the observed relative abundance of the bacterial phyla Firmicutes and Bacteroidetes from respective mouse groups.

### Experimental model used

To study the underlying pathological changes in exposure to heat stress, an aging mouse model was used. Aged C57BL6/J (24 months old) mice were exposed to heat stress at 40 ± 0.5 °C with a relative humidity of 60% ± 5% for three hours/day for 15 days mimicking a periodic heat wave exposure. The total number of animals in each group (n = 3) was determined based on statistical power calculations to ensure adequate statistical analysis. The mice were randomly allocated to their respective cages following a randomization procedure. At 24 months and 16 days of age, all mice were euthanized, and serum and liver tissues were collected for further analysis. Brain and liver tissues were fixed in 10% neutral buffered formalin after euthanization to prepare them for sectioning and subsequent processing.

### Immunohistochemistry

The brain and liver tissue sections were deparaffinized according to a standard laboratory protocol, utilizing a solution and steamer from IHC-World (Woodstock, MD, USA) for antigen epitope retrieval. To inhibit endogenous peroxidase activity, a 3% H2O2 solution was applied for 20 min. Subsequently, serum blocking was carried out using 5% goat serum for 1 h. Overnight incubation at 4 °C with primary antibodies (ORM2, CD68, α-SMA, IL-1β, IL-6, TSPO, BDNF), appropriately diluted in a blocking buffer as per the manufacturer’s recommended dilutions, were conducted in a humidified chamber. For detection, species-specific biotinylated secondary antibodies and streptavidin-conjugated with horseradish peroxidase were employed, following standard protocols from the manufacturer. 3,3-diaminobenzidine (DAB) from Sigma-Aldrich (St. Louis, MO, USA) was utilized as a chromogenic substrate to visualize immunoreactivity. Counterstaining with Mayer's hematoxylin from Sigma-Aldrich (St. Louis, MO, USA) was performed. Throughout the procedure, tissue sections were washed with 1X PBS-T (PBS + 0.05% Tween 20) between steps to eliminate any unbound reagents. Finally, the sections were mounted in Aqua Mount from Lerner Laboratories (Stamford, CT, USA). Image acquisition was carried out using an Olympus BX63 microscope (Olympus, Center Valley, PA, USA), and morphometry analysis was performed using Cellsens Software V2.2 from Olympus (Center Valley, PA, USA).

### Immunofluorescence

The formalin-fixed, paraffin-embedded brain tissue sections were deparaffinized following standard instructions. Epitope retrieval of the deparaffinized tissue sections was performed using an epitope retrieval solution and a steamer from IHC World, following the manufacturer's protocol. Primary antibodies for CD31 and Claudin 5 were used at the manufacturer’s recommended dilutions and incubated overnight at 4 °C. Species-specific anti-IgG secondary antibodies conjugated with Alexa Fluor 633 or 488 from Invitrogen (Waltham, MA, USA), USA) were used for detection. The tissue sections were mounted using ProLong Gold antifade mounting media with DAPI from Thermofisher Scientific (Grand Island, NY, USA) which helps preserve fluorescence and provides nuclear staining with DAPI. Images of the tissue sections were captured under 60X magnification using an Olympus BX63 microscope (Olympus, Center Valley, PA, USA). Morphometry analysis was performed using Cellsens Software V2.2 (Olympus, Center Valley, PA, USA).

### ELISA

Serum levels of IL-1β and IL-6 were estimated in the serum samples collected from the mice groups by using the commercially available mouse IL-1β (Cat# KE10003) and IL-6 (Cat# KE10007) ELISA kits, purchased from ProteinTech Group Inc (Rosemont, IL, USA).

### Statistical analyses

Results from transcriptomics were analyzed through a test of significance using the False Discovery Rate (FDR) method providing P_FDR_ Values (P_FDR_ < 0.05). The other results were presented as mean ± standard error of the mean (S.E.M.). Statistical analyses were performed using an unpaired t-test, and significance was determined by the Bonferroni Dunn post hoc correction method using GraphPad Software V10.1.0 (San Diego, CA, USA). A *p* value of less than 0.05 (p < 0.05) was considered statistically significant.

## Data Availability

The RNA-seq data generated in this study has been submitted to the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/). The accession number is GSE252887.

## References

[1] Perkins-Kirkpatrick SE, Lewis SC (2020). Increasing trends in regional heatwaves. Nat. Commun..

[2] National Academies, Sciences, and Engineering; Health and Medicine Division; Board on Population Health and Public Health Practice; Committee on the Respiratory Health Effects of Airborne Hazards Exposures in the Southwest Asia Theater of Military Operations. *Respiratory Health Effects of Airborne Hazards Exposures in the Southwest Asia Theater of Military Operations*. 10.17226/25837 (National Academies Press, Washington, DC, US, 2020).33030852

[3] Lugo-Amador, N. M., Rothenhaus, T. & Moyer, P. Heat-related illness. *Emerg. Med. Clin. North Am.***22**, 315–327, viii (2004). 10.1016/j.emc.2004.01.00410.1016/j.emc.2004.01.00415163570

[4] Ebi KL (2021). Hot weather and heat extremes: health risks. Lancet.

[5] QuickStats: Percentage Distribution of Heat-Related Deaths,* by Age Group - National Vital Statistics System, United States, 2018–2020. *MMWR Morb. Mortal Wkly. Rep.***71**, 808 (2022). 10.15585/mmwr.mm7124a610.15585/mmwr.mm7124a635709072

[6] Malmquist A, Hjerpe M, Glaas E, Karlsson H, Lassi T (2022). Elderly People's perceptions of heat stress and adaptation to heat: An interview study. Int. J. Environ. Res. Public Health.

[7] Knowlton K (2007). Projecting heat-related mortality impacts under a changing climate in the New York City region. Am. J. Public Health.

[8] Hayhoe K (2004). Emissions pathways, climate change, and impacts on California. Proc. Natl. Acad. Sci. USA.

[9] McMichael AJ, Lindgren E (2011). Climate change: present and future risks to health, and necessary responses. J. Intern. Med..

[10] Sharma HS, Cervos-Navarro J (1990). Brain oedema and cellular changes induced by acute heat stress in young rats. Acta Neurochir. Suppl. (Wien).

[11] Sharma HS, Cervos-Navarro J, Dey PK (1991). Acute heat exposure causes cellular alteration in cerebral cortex of young rats. Neuroreport.

[12] Sharma HS (1992). Age-related pathophysiology of the blood-brain barrier in heat stress. Prog. Brain Res..

[13] Lee W, Moon M, Kim HG, Lee TH, Oh MS (2015). Heat stress-induced memory impairment is associated with neuroinflammation in mice. J. Neuroinflamm..

[14] Watt MJ, Miotto PM, De Nardo W, Montgomery MK (2019). The liver as an endocrine organ-linking NAFLD and insulin resistance. Endocr. Rev..

[15] Lin H, Decuypere E, Buyse J (2006). Acute heat stress induces oxidative stress in broiler chickens. Comp. Biochem. Physiol. A Mol. Integr. Physiol..

[16] Ma B (2022). Chronic heat stress causes liver damage via endoplasmic reticulum stress-induced apoptosis in broilers. Poult. Sci..

[17] Tang LP (2022). Heat stress in broilers of liver injury effects of heat stress on oxidative stress and autophagy in liver of broilers. Poult. Sci..

[18] Supplitt S, Karpinski P, Sasiadek M, Laczmanska I (2021). Current achievements and applications of transcriptomics in personalized cancer medicine. Int. J. Mol. Sci..

[19] Irmady K (2023). Blood transcriptomic signatures associated with molecular changes in the brain and clinical outcomes in Parkinson's disease. Nat. Commun..

[20] Munji RN (2019). Profiling the mouse brain endothelial transcriptome in health and disease models reveals a core blood-brain barrier dysfunction module. Nat. Neurosci..

[21] Costa V, Aprile M, Esposito R, Ciccodicola A (2013). RNA-Seq and human complex diseases: recent accomplishments and future perspectives. Eur. J. Hum. Genet..

[22] Srikanth K (2019). Cardiac and skeletal muscle transcriptome response to heat stress in kenyan chicken ecotypes adapted to low and high altitudes reveal differences in thermal tolerance and stress response. Front Genet.

[23] Lu Z (2019). Transcriptomic analysis provides novel insights into heat stress responses in sheep. Animals (Basel).

[24] Li G (2023). Transcriptomic regulations of heat stress response in the liver of lactating dairy cows. BMC Genomics.

[25] Koch F (2019). Heat stress directly impairs gut integrity and recruits distinct immune cell populations into the bovine intestine. Proc. Natl. Acad. Sci. USA.

[26] Jovic K (2017). Temporal dynamics of gene expression in heat-stressed Caenorhabditis elegans. PLoS ONE.

[27] Sammad A, Luo H, Hu L, Zhu H, Wang Y (2022). Transcriptome reveals granulosa cells coping through redox, inflammatory and metabolic mechanisms under acute heat stress. Cells.

[28] Bouchama A (2017). A model of exposure to extreme environmental heat uncovers the human transcriptome to heat stress. Sci. Rep..

[29] Breschi A, Gingeras TR, Guigo R (2017). Comparative transcriptomics in human and mouse. Nat. Rev. Genet..

[30] Li L (2023). Orm2 deficiency aggravates high-fat diet-induced obesity through gut microbial dysbiosis and intestinal inflammation. Mol. Nutr. Food Res..

[31] Xia B (2022). Heat stress-induced mucosal barrier dysfunction is potentially associated with gut microbiota dysbiosis in pigs. Anim. Nutr..

[32] Hu C (2022). Heat stress-induced dysbiosis of porcine colon microbiota plays a role in intestinal damage: A fecal microbiota profile. Front. Vet. Sci..

[33] Magne F (2020). The firmicutes/bacteroidetes ratio: A relevant marker of gut dysbiosis in obese patients?. Nutrients.

[34] Jasirwan COM, Muradi A, Hasan I, Simadibrata M, Rinaldi I (2021). Correlation of gut Firmicutes/Bacteroidetes ratio with fibrosis and steatosis stratified by body mass index in patients with non-alcoholic fatty liver disease. Biosci. Microbiota Food Health.

[35] Grigor’eva IN (2020). Gallstone disease, obesity and the firmicutes/bacteroidetes ratio as a possible biomarker of gut dysbiosis. J. Pers. Med..

[36] Li L (2023). Mitigation of non-alcoholic steatohepatitis via recombinant Orosomucoid 2, an acute phase protein modulating the Erk1/2-PPARgamma-Cd36 pathway. Cell Rep..

[37] Zhu HZ (2020). Downregulation of orosomucoid 2 acts as a prognostic factor associated with cancer-promoting pathways in liver cancer. World J. Gastroenterol..

[38] Jo M (2017). Astrocytic orosomucoid-2 modulates microglial activation and neuroinflammation. J. Neurosci..

[39] Wan JJ (2019). Role of acute-phase protein ORM in a mice model of ischemic stroke. J Cell Physiol.

[40] Cruz-Rivera YE (2018). A selection of important genes and their correlated behavior in Alzheimer's disease. J. Alzheimers Dis..

[41] Srour M (2016). Gain-of-function mutations in RARB cause intellectual disability with progressive motor impairment. Hum. Mutat..

[42] Gao XL (2020). High-mobility group nucleosomal binding domain 2 protects against microcephaly by maintaining global chromatin accessibility during corticogenesis. J. Biol. Chem..

[43] Sun X, Lin Y (2016). Npas4: Linking neuronal activity to memory. Trends Neurosci..

[44] Fu J, Guo O, Zhen Z, Zhen J (2020). Essential functions of the transcription factor npas4 in neural circuit development, plasticity, and diseases. Front Neurosci..

[45] Kanekiyo T, Bu G (2014). The low-density lipoprotein receptor-related protein 1 and amyloid-beta clearance in Alzheimer's disease. Front Aging Neurosci.

[46] Storck SE, Kurtyka M, Pietrzik CU (2021). Brain endothelial LRP1 maintains blood-brain barrier integrity. Fluids Barriers CNS.

[47] Nikolakopoulou AM (2021). Endothelial LRP1 protects against neurodegeneration by blocking cyclophilin A. J. Exp. Med..

[48] Michetti F (2023). The S100B protein: A multifaceted pathogenic factor more than a biomarker. Int. J. Mol. Sci..

[49] Sen J, Belli A (2007). S100B in neuropathologic states: The CRP of the brain?. J. Neurosci. Res..

[50] Milovanovic J (2020). Interleukin-17 in chronic inflammatory neurological diseases. Front Immunol..

[51] Reverchon F (2020). Hippocampal interleukin-33 mediates neuroinflammation-induced cognitive impairments. J. Neuroinflamm..

[52] Rao X (2022). Dual roles of interleukin-33 in cognitive function by regulating central nervous system inflammation. J. Transl. Med..

[53] Andreadou M (2023). IL-12 sensing in neurons induces neuroprotective CNS tissue adaptation and attenuates neuroinflammation in mice. Nat. Neurosci..

[54] Yu T, Flores-Solis D, Eastep GN, Becker S, Zweckstetter M (2023). Phosphatidylserine-dependent structure of synaptogyrin remodels the synaptic vesicle membrane. Nat. Struct. Mol. Biol..

[55] Janz R (1999). Essential roles in synaptic plasticity for synaptogyrin I and synaptophysin I. Neuron.

[56] Wang ZM (2020). SerpinA3N deficiency deteriorates impairments of learning and memory in mice following hippocampal stab injury. Cell Death Discov..

[57] Kim BM, Abdelfattah AM, Vasan R, Fuchs BC, Choi MY (2018). Hepatic stellate cells secrete Ccl5 to induce hepatocyte steatosis. Sci. Rep..

[58] Mohs A (2017). Functional role of CCL5/RANTES for HCC progression during chronic liver disease. J. Hepatol..

[59] Kern P (2021). Creld2 function during unfolded protein response is essential for liver metabolism homeostasis. FASEB J..

[60] Ma W, Huang G, Wang Z, Wang L, Gao Q (2023). IRF7: role and regulation in immunity and autoimmunity. Front. Immunol..

[61] Zangara MT, Johnston I, Johnson EE, McDonald C (2021). Mediators of metabolism: An unconventional role for NOD1 and NOD2. Int. J. Mol. Sci..

[62] Omaru N, Watanabe T, Kamata K, Minaga K, Kudo M (2022). Activation of NOD1 and NOD2 in the development of liver injury and cancer. Front Immunol..

[63] Sun H, Feng J, Tang L (2020). Function of TREM1 and TREM2 in liver-related diseases. Cells.

[64] Monin L, Gaffen SL (2018). Interleukin 17 family cytokines: Signaling mechanisms, biological activities, and therapeutic implications. Cold Spring Harb. Perspect. Biol..

[65] Liu T (2020). The IL-23/IL-17 pathway in inflammatory skin diseases: From bench to bedside. Front Immunol.

[66] He S (2021). LRG1 is an adipokine that mediates obesity-induced hepatosteatosis and insulin resistance. J. Clin. Invest..

[67] Xu L (2023). LRG1 inhibits hepatic macrophage activation by enhancing TGF-beta1 signaling to alleviate MAFLD in mice. Nan Fang Yi Ke Da Xue Xue Bao.

[68] Ghaleb AM, Yang VW (2017). Kruppel-like factor 4 (KLF4): What we currently know. Gene.

[69] Yan M (2023). Gut liver brain axis in diseases: the implications for therapeutic interventions. Signal Transduct Target Ther..

[70] Chatterjee S, More M (2023). Cyanobacterial harmful algal bloom toxin microcystin and increased vibrio occurrence as climate-change-induced biological co-stressors: exposure and disease outcomes via their interaction with gut-liver-brain axis. Toxins (Basel).

[71] Zhou B, Luo Y, Ji N, Hu C, Lu Y (2022). Orosomucoid 2 maintains hepatic lipid homeostasis through suppression of de novo lipogenesis. Nat. Metab..

[72] Elpek GO (2021). Orosomucoid in liver diseases. World J. Gastroenterol..

[73] Castell JV (1989). Interleukin-6 is the major regulator of acute phase protein synthesis in adult human hepatocytes. FEBS Lett..

[74] Ridker PM, Rane M (2021). Interleukin-6 signaling and anti-interleukin-6 therapeutics in cardiovascular disease. Circ. Res..

How the deposited data were processed for this re-analysis (not part of the article)

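RNA of brain and liver from 3 control and 3 heat stress mice per tissue was measured by messenger RNA sequencing, 12 libraries in all, and each library is 1 replicate. The authors deposited a table of raw read counts for 25239 gene symbols with a column per library. Their methods describe the counts in 2 ways: trimming with Trimmomatic, alignment to mm10 with HISAT2 and counting with featureCounts, or alignment with Tophat2 and counting with HTSeq. The annotation release, the use of strand and the handling of reads shared between genes are not named in the paper's text. The authors also deposited a table each of log2 fold changes for brain, for liver and for all samples together, which carry the columns of DESeq2 and are relative to its size factors. In the same deposited tables the p-values are given both unadjusted and adjusted by DESeq2's Benjamini-Hochberg step. No column with values of a single library was left unused.

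From the counts, the comparisons were computed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Heat stress was compared with control within each tissue by edgeR's quasi-likelihood test with robust estimates, TMM normalization, the filterByExpr filter with a minimum count of 10 and a minimum total of 15, and Benjamini-Hochberg adjustment. Brain had 14806 and liver 12296 genes in the test. Past the threshold means an adjusted p-value under 0.05 and a log2 fold change past 1 in either direction. Standard errors are the absolute log2 fold change over the square root of the F statistic. A fit of all 12 libraries with tissue as a covariate tested an effect averaged over the tissues, which a change in a single tissue can drive. A fit of the 4 groups tested whether the effect differs between the tissues. Calls in brain and liver were also overlapped with Fisher's exact test. Principal components used log2 CPM with a prior count of 2 of the 500 most variable genes and exact permutation tests of the scores. A single value compared between 3 and 3 mice cannot reach a p-value under 0.1 in an exact permutation test.

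Lists of marker genes for striatum, cortex and hippocampus, habenula and thalamus, choroid plexus, endothelium, microglia, astrocytes, oligodendrocytes, T and NK cells, neurons, hepatocytes, muscle with adipose tissue and skin, immediate early genes, evening and morning clock genes, endoplasmic reticulum chaperones, heat shock, interferon and acute phase genes were written after the paper's figures had been seen, which guided their choice, and before any count had been seen. They were tested with limma's camera at a preset correlation of 0.01 where at least 5 members were tested, with Benjamini-Hochberg adjustment over the lists of a tissue. Genes named in the text are those that the paper names per tissue and the genes after which its pathways are called. The genes of the proteins that the paper stained are named as well. No further gene qualified under the rule, because none was past the threshold within a tissue or across both tissues. Rbm3, Cirbp and Tfrc were named after their values were seen. Some genes that the paper names are not reported here.

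Alternatives were other normalizations, DESeq2, all libraries in a single fit, no filter or a stricter one, the replicate number as a block, a correction of each library for transcript length and GC content, a test against a minimum fold change, each mouse left out in turn, and other set tests. Transcript lengths and GC content came from GENCODE M21 on GRCm38, which is mm10, and 24378 of the gene symbols had both. The length used is the union of all exons of a gene, which can be longer than any single transcript. Coordinates are those of that annotation. The procedures were tested on simulated counts in which 200 genes changed 4-fold. These genes were drawn only from those with higher mean counts, and noise was drawn independently for each gene. The recovery below therefore does not cover smaller changes, genes with low counts or variation shared between genes. With the dispersion of the real data, edgeR's quasi-likelihood test recovered 198 in brain with 13 false calls, and 197 in liver with 13. DESeq2 recovered 199 and 197, with 31 and 27 false calls. With a lower dispersion the false calls were 24 with edgeR and 20 with DESeq2 in brain, and 14 and 24 in liver. The edgeR test of a difference between the tissues recovered 153, with 6 false calls. Totals per library lay between 10466198 and 15609040 counts. A fold against a group at or under 3 counts in every library is given as a lower bound. Pathway scores, protein, ELISA and microbiome data were not analysed here.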

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

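The tests of skeletal muscle genes outside the marker list, of T and NK cell numbers and red blood cell genes, of cortex, hippocampus and habenula, of single libraries behind the interferon genes, of ribosomal RNA, and of length and GC bias in the clock and heat shock genes were chosen only after the result was seen. Marker lists are reported here by members that the study does not print, because their signal lies outside the genes the paper discusses, and by the whole list where this is said. Ranges are those with a mouse left out.

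In brain, the 17 striatal markers that the study does not print had a median log2 fold change of 0.63, between 0.39 and 0.84 with a mouse left out. Their adjusted p-value was 6.84e-05 from limma's camera with Benjamini-Hochberg adjustment. All 32 tested striatal markers had 0.96 (adjusted p = 2.45e-11 from the same camera test). The whole list is not independent evidence, because it includes genes that the study printed from these samples. The 11 unprinted choroid plexus markers had -0.87, between -1.16 and -0.45, and the 16 unprinted endothelial markers -0.53, between -0.73 and -0.40. More striatum, less choroid plexus and fewer vessels in the tissue taken are candidate explanations, since unprinted markers of each moved together. None of these 3 lists was past the threshold under fry or an estimated correlation. An effect of heat stress on these cells stays open and was not tested.

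The 11 unprinted immediate early genes had a median of -0.43 in brain, between -0.60 and -0.24 with a mouse left out, and all 14 had -0.54. The cortex and hippocampus list had -0.20, between -0.28 and -0.050. The 11 unprinted habenula and thalamus genes had -0.34, between -0.54 and 0.11, and were not past the threshold (adjusted p = 0.139 from limma's camera with Benjamini-Hochberg adjustment), while the whole list had -0.46. So less cortex or hippocampus, less habenula and a lower neuronal activity cannot be told apart, as the range of the unprinted genes overlaps both. The 12 unprinted interferon genes had 0.36 in brain, and the list's smallest median with a library left out was 0.23, without heat stress replicate 2, and the list was no longer past the threshold in 3 of the 6 fits with a library left out, those without control replicate 2 and heat stress replicates 1 and 2. Against control medians between -0.10 and 0.073, the heat stress libraries had 0.42, 0.79 and -0.079, so a single library as the cause cannot be told apart from a shared rise.

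The 16 unprinted heat shock genes were lower in brain, with a median of -0.21, between -0.27 and -0.15, and the 15 in liver had -0.31, between -0.37 and -0.24. Without control replicate 2 the brain list was not past the threshold. After the correction for transcript length and GC content, the whole list had -0.26 in brain and -0.32 in liver. This argues against length or GC bias of the kind that the correction removes. The 15 unprinted chaperone genes had -0.30 in liver, between -0.41 and -0.23. Only these lists held under fry: chaperones in brain, and chaperones and heat shock genes in liver. No cause was tested beyond length and GC content.

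In liver, the 6 unprinted T and NK cell genes had a median of 0.62, between 0.22 and 0.86 with a mouse left out. More T and NK cells in the tissue taken is a candidate explanation. Whether more blood was taken cannot be told apart, because the hemoglobin genes summed to 0 counts over the 6 libraries, and only 3 other red blood cell genes were tested, with a median of 0.21. The unprinted morning clock genes had -0.55 in liver, between -0.61 and -0.30, and the whole list was not past the threshold in 3 of 6 fits, those without control replicates 2 and 3 and heat stress replicate 1. The unprinted evening clock genes had 0.36, between 0.27 and 0.55, and were not past the threshold (adjusted p = 0.0588 from limma's camera with Benjamini-Hochberg adjustment). Unprinted evening minus unprinted morning genes came to 0.91, so tissue taken at another time of day is a candidate explanation. The whole lists had 0.55 and -0.55 in liver before the correction for length and GC content, and after it the whole lists lay 1.03 apart. In brain the unprinted evening and morning genes had 0.0054 and -0.0071 (adjusted p = 0.919 for each from the same camera test). The whole evening list had 0.20 in brain after the correction (adjusted p = 0.0285 from the same camera test), so the brain values cannot decide the question.

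The unprinted endothelial genes had 0.30 in liver, between 0.23 and 0.34, and the unprinted microglia or macrophage genes 0.35, between 0.14 and 0.56 and not past the threshold without heat stress replicate 1. The unprinted interferon genes had 0.26, between 0.034 and 0.58, and the whole list was not past the threshold and had 0.059 without heat stress replicate 1, so a single library as the cause cannot be told apart from a shared rise. The unprinted immediate early genes had 1.16, between -0.10 and 2.26, so that the value rests on control replicate 1, whose list median was -2.46 against 0.50 and 1.89 in the other control mice.

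Skeletal muscle genes were high in liver control replicate 1 and heat stress replicate 2. Over 18 muscle genes outside the marker list, the lower of these libraries exceeded the highest of the other 4 by a median of 4.88 on the log2 scale. Skeletal muscle carried into these samples is a candidate explanation. It falls in both groups.

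Tfrc was the gene whose effect differed between the tissues, with a log2 difference of -1.84 for liver minus brain (adjusted p = 0.0490 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In liver it was lower in all 3 heat stress mice (log2 fold change -1.47, standard error 0.22). In 2 of 50 splits of the samples, the real one included, as many genes were past this test, and the call was lost under several alternatives. The design gives tissue as a biological explanation, which was not tested further.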

How the results depend on the processing

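Tests with the likelihood ratio test, the unadjusted p-value (with edgeR, and with DESeq2 on the tissue's or on all libraries), the suffix in the column names and a skeletal muscle score as covariates, the older quasi-likelihood method, and limma voom without and with the mouse as a random effect were chosen only after the result was seen, 9 alternatives in all; the others were set before the data were examined. Counts are given as genes higher, genes lower and genes at an adjusted p-value alone. For brain they were 0, 0 and 0, with 2969 genes at an unadjusted p-value under 0.05, and for liver also 0, with 718.

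In brain, DESeq2 on the tissue gave 12, 17 and 540, DESeq2 on all 12 libraries 1, 6 and 9, and the likelihood ratio test 27, 30 and 468. The unadjusted p-value gave 86 higher and 75 lower with edgeR and 99 and 86 with DESeq2. No other alternative, including each mouse left out, gave a brain gene. In liver, upper quartile normalization gave 1, 1 and 2, DESeq2 on the tissue 21, 21 and 63, DESeq2 on all libraries 35, 36 and 163, all libraries in a single edgeR fit 6, 7 and 14, no filter 3, 5 and 8, the length and GC correction 4, 10 and 15, the likelihood ratio test 26, 19 and 55, the suffix covariate 1, 5 and 6 and the muscle covariate 22, 21 and 58. The unadjusted p-value gave 104 higher and 64 lower with edgeR, 97 and 69 with DESeq2, and 91 and 63 with DESeq2 on all libraries with tissue as a covariate. With a mouse left out the liver counts ran from 0 to 9 higher, 0 to 15 lower and 0 to 25 at the adjusted p-value alone, the most without control replicate 1. The cause was not tested.

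Genes past the threshold across both tissues were 0, against 14 with DESeq2, 142 at an unadjusted p-value and 154 with DESeq2 and an unadjusted p-value. Genes whose effect differs between the tissues were 1, but 0 with DESeq2's size factors in edgeR, 0 with no filter, 43 with DESeq2 and 0 to 4 with a mouse left out. Marker lists past the threshold were 8 in brain and 10 in liver, against 1 and 2 under fry and 0 and 0 with an estimated correlation; with a mouse left out they ran from 6 to 9 in brain and from 6 to 10 in liver. The cause was not tested.

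With the replicate number as a block, the liver gave 1 gene higher and 1 at the adjusted p-value alone, and 0 genes differed between the tissues. The numbers do not pair control with heat stress mice: correlations of the deviations of same-numbered libraries were -0.29, 0.19, -0.20 in brain and -0.58, -0.51, -0.089 in liver. Between brain and liver they were 0.35, 0.34, 0.11 in control and 0.049, -0.20, 0.037 in heat stress, over 0.1 for every pair in control only, and whether a number marks the same mouse in both tissues is not stated in the paper's text. With the mouse as a random effect all the same, limma voom gave 0 genes across both tissues, with 1343 at an unadjusted p-value under 0.05, and 1 whose effect differs between them.

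Of 45 named genes tested in brain, 5 changed direction under some alternative and 26 had an adjusted p-value under 0.05 under some, all of them only with DESeq2; of 41 in liver the numbers were 5 and 18, of which 5 also had one without DESeq2; alternatives chosen after the result was seen are not in these numbers. Reversed values with the length and GC correction, alone and with the replicate block, were -0.1697 and -0.165 for Cd68 in brain, 0.0107 and 0.0184 for Il12rb1 in brain, -0.0595 and -0.054 for Klhl4 in brain, -0.0488 and -0.0459 for Cldn5 in liver, -0.0432 and -0.0682 for Ppp1r1b in liver, and -0.1132 and -0.113 for Tspo in liver. Cd68 in brain was also -0.0196 with DESeq2 on all libraries, -0.0033 in the single edgeR fit and -0.0118 with no filter. With a mouse left out the direction also changed, over ranges of -0.1053 to 0.1046 for Cd68 in brain, -0.3261 to 0.0963 for Tspo in brain, -0.2055 to 0.0014 for Bdnf in brain, -0.3945 to 0.1904 for Il12rb1 in brain, -0.0983 to 0.2221 for Cldn5 in liver, -0.3653 to 0.2052 for Nos3 in liver, -0.1195 to 0.2193 for Ppp1r1b in liver, -0.168 to 0.5465 for Rpl31 in liver and -0.0747 to 0.0889 for Tspo in liver. The libraries whose absence changed it were control replicate 2 for Bdnf in brain, control replicate 3 for Il12rb1 in brain, control replicate 3 and heat stress replicates 2 and 3 for Cd68 in brain, control replicate 2 and heat stress replicates 1 and 3 for Tspo in brain, heat stress replicate 3 for Cldn5 in liver, control replicate 1 and heat stress replicate 1 for Nos3 and Rpl31 in liver, and control replicate 3 and heat stress replicate 3 for Ppp1r1b and Tspo in liver. The cause was not tested.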

Differences from the paper's values

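The settings with an unadjusted p-value were chosen only after the result was seen, and with the paper's counts known. The paper gives 99 genes higher and 86 lower in brain; edgeR's quasi-likelihood test gave 0 and 0, with 2969 genes at an unadjusted p-value under 0.05. None of the alternatives set before the data were examined closed the gap, and the nearest was DESeq2 on the brain libraries with 12 and 17. DESeq2 on the brain libraries with an unadjusted p-value under 0.05, chosen after seeing the values, gave 99 and 86, and edgeR with an unadjusted p-value, also chosen after seeing the values, gave 86 and 75.

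The paper gives 91 genes higher and 63 lower in liver; edgeR's quasi-likelihood test gave 0 and 0, with 718 genes at an unadjusted p-value under 0.05. None of the alternatives set before the data were examined closed the gap, and the nearest was DESeq2 on all 12 libraries with 35 and 36. Settings chosen after seeing the values came closer: an unadjusted p-value under 0.05 gave 104 and 64 with edgeR and 97 and 69 with DESeq2 on the liver libraries, and DESeq2 on all 12 libraries with tissue as a covariate, which is a comparison of both tissues and not of liver alone, gave 91 and 63.

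The paper's text gives 25% of the variance to the first component and 50% to the second. The second held 31.4% in brain and 24.0% in liver, and the first 47.8% in liver; neither all tested genes nor DESeq2's variance-stabilized values, both set before the data were examined, closed these gaps with the components in the text's order. Fig. 1B shows about 50% for the first and about 25% for the second brain component, read by eye, the order opposite to the text, and DESeq2's variance-stabilized values gave 49.9% and 25.8%. Fig. 1C shows about 70% and about 14% for the liver components, read by eye, and DESeq2's variance-stabilized values gave 71.7% and 14.0%, while all tested genes gave 44.0% and 21.8%.

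The Discussion names Creld2 among genes higher in liver, and its log2 fold change was -2.21. Hsd3b1 is named among the higher genes of the liver network, and its counts were 1, 0 and 0 in control and 0, 0 and 0 in heat stress liver.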

Other observations

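The tests of Rbm3 and Cirbp in liver, of ribosomal RNA, of the suffix in the column names, and the splits at an unadjusted p-value and over marker lists were chosen only after the result was seen.

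Ribosomal protein genes were higher and long transcripts lower in heat stress brain. Across 14564 genes, which are not independent replicates, the log2 fold change fell with transcript length (Spearman's rho -0.335, and -0.139 after the correction). The 81 ribosomal protein genes had a median of 0.66 before and 0.56 after it, between 0.40 and 0.73 with a mouse left out, and 100 of 161 genes past the fold change threshold at an unadjusted p-value stayed. The correction left part of the length trend in place, so whether length bias is the whole cause cannot be told. The mean share of ribosomal RNA counts (Rn45s) was -0.773 percentage points in heat stress minus control with overlapping groups, which argues against ribosomal RNA.

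Rbm3 and Cirbp, genes that respond to cooling, were higher in all 3 heat stress mice in both tissues, with log2 fold changes of 0.78 and 0.54 in brain and 0.50 and 0.69 in liver. A cooler tissue when it was taken is a hypothesis that these values fit; body temperature was not analysed here, and no other explanation was tested.

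Liver control replicate 1 held transcripts abundant in brain at a median of 0.346% of their brain level over 251 genes, while the other liver libraries lay between 0.0206% and 0.0926%. Brain RNA in this library is a candidate explanation for neuronal genes counted only there.

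The real split is counted in all numbers of splits. At least as many genes as the 0 of the real split were past the threshold in 10 of 10 splits of the 6 brain libraries. The same held in 10 of 10 splits of the 6 liver libraries and 50 of 50 across both tissues. No split can have fewer than 0, so these shares were fixed in advance and decide nothing. At an unadjusted p-value under 0.05 as many genes as in the real split were found in 1 of 10 splits in brain, which is the real one, 3 of 10 in liver, 6 of 50 across both tissues and 8 of 50 for the difference between tissues. As many marker lists were past the threshold in 3 of 10 splits in brain and 2 of 10 in liver. Splits of 3 against 3 cannot give a share under 0.1. The liver split that follows the suffix in the column names gave 1122 genes at an unadjusted p-value under 0.05, more than the 718 of the real split. With that suffix as a covariate the real comparison gave 1046 genes, 582 of them among the 718, which argues against the suffix as a batch behind most of these, while a difference that goes with the suffix is present as well. The liver split of control replicate 1 and heat stress replicates 2 and 3 against the other mice gave 3494 genes at the unadjusted and 847 at the adjusted p-value; what these mice share was not tested.

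Other marker lists had medians in brain of -0.21 for chaperones, -0.32 for acute phase, -0.18 for astrocytes, 0.042 for microglia, 0.053 for oligodendrocytes, 0.023 for evening clock, -0.16 for morning clock, -0.13 for neurons, 0.24 for hepatocytes, 0.38 for muscle, adipose tissue and skin. In liver they were 0.24 for acute phase, 0.55 for evening clock, 0.087 for astrocytes, 0.23 for choroid plexus, 0.12 for cortex and hippocampus, 0.12 for hepatocytes, 1.11 for muscle, adipose tissue and skin, -0.24 for neurons, -0.0042 for oligodendrocytes, 0.10 for striatum. The 20 acute phase genes that the study does not print had 0.18 in liver, between 0.050 and 0.30 with a mouse left out. They were not past the threshold (adjusted p = 0.0777 from limma's camera with Benjamini-Hochberg adjustment). The whole acute phase list was past it in liver (adjusted p = 0.000223 from the same camera test). With a mouse left out, the whole list lost the threshold only without heat stress replicate 3.

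For genes whose proteins the paper stained in brain, messenger RNA there changed by a log2 fold change of -0.12 for Bdnf, -0.043 for Tspo, -0.62 for Cldn5 and -1.04 for Pecam1, of which Cldn5 and Pecam1 were lower in all 3 heat stress mice. Il6 counts in brain were 2, 2 and 1 in control and 2, 0 and 0 in heat stress. In liver, where CD68 and IL-1β were stained, Cd68 was higher in all 3 heat stress mice (log2 fold change 0.50, standard error 0.24, adjusted p = 0.882 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Il1b did not separate the groups (log2 fold change 0.88, standard error 0.85).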
